# A Rapid Assessment Model for Liver Toxicity of Macrolides and an Integrative Evaluation for Azithromycin Impurities

**DOI:** 10.3389/fphar.2022.860702

**Published:** 2022-04-04

**Authors:** Miao-Qing Zhang, Jing-Pu Zhang, Chang-Qin Hu

**Keywords:** macrolides, impurity, liver toxicity, ADMET, docking energy score, prediction interval, *c-fos*, structure–hepatotoxicity relationship

## Abstract

Impurities in pharmaceuticals of potentially hazardous materials may cause drug safety problems. Macrolide antibiotic preparations include active pharmaceutical ingredients (APIs) and different types of impurities with similar structures, and the amount of these impurities is usually very low and difficult to be separated for toxicity evaluation. Our previous study indicated that hepatotoxicity induced by macrolides was correlated with c-fos overexpression. Here, we report an assessment of macrolide-related liver toxicity by ADMET prediction, molecular docking, structure–toxicity relationship, and experimental verification *via* detection of the *c-fos* gene expression in liver cells. The results showed that a rapid assessment model for the prediction of hepatotoxicity of macrolide antibiotics could be established by calculation of the -CDOCKER interaction energy score with the FosB/JunD bZIP domain and then confirmed by the detection of the *c-fos* gene expression in L02 cells. Telithromycin, a positive compound of liver toxicity, was used to verify the correctness of the model through comparative analysis of liver toxicity in zebrafish and cytotoxicity in L02 cells exposed to telithromycin and azithromycin. The prediction interval (48.1∼53.1) for quantitative hepatotoxicity in the model was calculated from the docking scores of seven macrolide antibiotics commonly used in clinics. We performed the prediction interval to virtual screening of azithromycin impurities with high hepatotoxicity and then experimentally confirmed by liver toxicity in zebrafish and *c-fos* gene expression. Simultaneously, we found the hepatotoxicity of azithromycin impurities may be related to the charge of nitrogen (N) atoms on the side chain group at the C5 position *via* structure–toxicity relationship of azithromycin impurities with different structures. This study provides a theoretical basis for improvement of the quality of macrolide antibiotics.

## Introduction

Macrolide antibiotics are commonly used for infectious diseases caused by bacterial pathogens (Farrington, 1998). In addition to antibacterial properties, macrolides have also displayed antiviral, antitumor, immunosuppressant, or other pharmacological effects (Labro, 2004; Prescott and Johnson, 2005; Asada et al., 2009; Spagnolo et al., 2013; Haworth et al., 2014). At present, macrolides have exhibited drug resistance along with widespread use in clinics, leading to many derivatives with better pharmacokinetic properties which have been synthesized (Chantot et al., 1986; Girard et al., 1987; Omura et al., 1992; Denis et al., 1999). However, an accompanying result shows that various impurities are produced in the chemical structure modifications, which may cause many drug safety problems as they are potentially hazardous materials. The impurities generally are in small amounts and cannot be easily separated, which makes the safety evaluation difficult, such as toxicity evaluation. Therefore, establishing a toxicity assessment paradigm of impurities is particularly important for drug quality management.

Traditionally, the toxicity assessment of a compound required at least thousands of laboratory animals. However, animal tests are tremendously expensive and time-consuming, which are the major limiting factors for evaluating chemical toxicity. Currently, it is recognized that a successful drug is determined not only by better efficacy but also by acceptable absorption, distribution, metabolism, excretion, and toxicity (ADMET) properties, leading to various *in vitro* high-throughput ADMET screening established in the early stages of drug discovery, which help reduce the cost of drug development and the number of safety problems (Merlot, 2010; Moroy et al., 2012). Structure–activity/toxicity relationship has been employed to investigate ADMET properties and predict toxicity *in silico* (Greene et al., 2015; Pavan et al., 2016; Guan et al., 2019). In addition, our recent studies have shown that structure–toxicity relationship combined with ADMET parameters evaluation and molecular docking (structure-based computations) can be used to predict drug impurity toxicity *in silico* (Han et al., 2017; Han et al., 2018a; Han et al., 2018b; Han et al., 2019).

Zebrafish has been commonly used as an animal model system to study toxicology. In recent years, zebrafish models have been widely used to evaluate liver toxicity (Zhang et al., 2017a; Huo et al., 2019). The structure, cellular composition, main physiological processes, function, and response to injury of zebrafish liver are found to be similar to those of the human liver (Hinton and Couch, 1998; Field et al., 2003; Goessling and Sadler, 2015). Zebrafish larvae are virtually transparent, enabling the development and the morphological changes in liver visible (Hill et al., 2012). Moreover, because of the rapid development and high fecundity, zebrafish models have been utilized for high-throughput screening (Vliegenthart et al., 2014). In our previous study, we established a zebrafish model of hepatotoxicity induced by macrolides and found that the hepatotoxicity induced by macrolides was related to the high expression of *c-fos* in the liver (Zhang et al., 2020). We speculated that the *c-fos* expression in the liver cells might be used to predict the hepatotoxicity of macrolides, while the liver injury could not be completely quantified using by this method. Therefore, a faster method to evaluate hepatotoxicity induced by macrolide compounds needs to be established.

Previous studies have shown that the *c-fos* level was elevated in acetaminophen (APAP)-induced liver injury, and the hepatocyte-specific deletion of *c-fos* showed hepatoprotective effects against APAP and diethylnitrosamine (DEN)-induced liver toxicity (Bakiri et al., 2017; Zhang et al., 2017b). *c-fos* is a member of the activator protein-1 (AP-1) transcription factor family, which harbors the basic leucine zipper domain (bZIP), and the bZIP gives AP-1 the ability to form the dimeric complex and bind DNA (Landschulz et al., 1988; Ellenberger et al., 1992). APAP-induced hepatotoxicity causes the high affinity of AP-1 on the DNA sequence, which results in increasing *c-fos* expression and AP-1 DNA binding activity (Blazka et al., 1996). Meanwhile, the main binding domain of AP-1 binding to DNA is FosB/JunD bZIP domain; thus, this domain is associated in the hepatotoxic response of the liver to APAP (Blazka et al., 1996; Yin et al., 2017). However, whether the liver toxicity induced by macrolides was associated with the FosB/JunD bZIP domain needs to be verified.

Macrolide antibiotic preparations not only include active pharmaceutical ingredients (APIs), but also include different types of impurities with similar structures are produced by APIs degradation or other interactions on the manufacture process or the storage. The amount of these impurities is usually very low and difficult to be separated for toxicity evaluation. In the present study, we established a rapid assessment model for quickly evaluating liver toxicity induced by macrolide compounds *via* prediction *in silico*, first by using molecular docking and then experimental verification by detecting the *c-fos* mRNA level in human liver cells and liver toxicity in zebrafish, which will be helpful for the drug safety assessment, especially for the impurities, quality control, and production process optimization of macrolide antibiotics.

## Materials and Methods

### Samples

The reference standards of macrolide antibiotics (erythromycin, roxithromycin, clarithromycin, azithromycin, impurity J, midecamycin, josamycin, and acetylspiramycin) and azithromycin impurities (impurities F, J, I, L, Q, R, and S) were obtained from the National Institutes for Food and Drug Control (NIFDC). The purity of all compounds was >95%.

### Visual Assessment of Liver Toxicity in Zebrafish

Wild-type AB strain zebrafish (*Danio rerio*) and transgenic Tg (fabp10: dsRed) zebrafish in this study were reared in a standard laboratory environment with a 14-h light/10-h dark cycle at 28 ± 1°C (Chen et al., 2019). As previously described (Zhang et al., 2020), 3 days post-fertilization (3 dpf), zebrafish larvae were exposed to compound solutions at different concentrations for 72 h. For visual assessment of liver toxicity in zebrafish, the tested zebrafish larvae were imaged by using a fluorescence microscope to observe the liver phenotype of zebrafish larvae, 20 larvae per group.

### ADMET Prediction

As previously described (Han et al., 2019; Zhang et al., 2020), the ADMET parameters were predicted by using the pKCSM online protocols (http://biosig.unimelb.edu.au/pkcsm/prediction). The topological polar surface area (TPSA) and the octanol–water partition coefficient (log*P*) were calculated by Molinspiration tools (http://www.molinspiration.com/. molinspiration.com/), the two chemical descriptors were primary factors of absorption. In this study, the absorption level depends on factors including water solubility and the apparent permeability coefficient indicated by colon cancer cell line (Caco-2). The distribution level depends on factors including the volume of distribution (VDss) and the blood–brain barrier (logBB). The metabolism of drugs was predicted based on two main isoforms of cytochrome P450 (CYP2D6 and CYP3A4 substrates). The excretion level indicated by total clearance was measured by the proportionality constant Cltot. The toxicity was predicted based on the hepatotoxicity. These pharmacokinetic parameters were calculated and examined for compliance with standard ranges based on human data.

### Molecular Docking

The docking procedure in the present investigation was performed by CDOCKER algorithm on Discovery Studio (DS) 2020 software. For ligand preparation, the 3D structures of macrolide compounds were extracted from the PubChem Compound database (https://www.ncbi.nlm.nih.gov/pccompound/). CHARMM force field was applied to minimize the energy of ligands structure. For protein preparation, the X-ray crystal structures of human FosB*/*JunD bZIP domain (PDB ID: 5VPB) were downloaded from Protein Data Bank (PDB) database (http://www.rcsb.org/pdb/home/home.do). Before docking, the structure of this domain was prepared by adding up the hydrogen atoms and removing water molecules. Ten molecular docking poses saved for each ligand were ranked according to -CDOCKER energy (Supplementary Tables S3, S4). The lowest energy structure was considered as the most stable conformation, thus, the optimum pose with the highest -CDOCKER interaction energy was selected to detect the interaction between macrolide compounds and FosB*/*JunD bZIP domain.

### RNA-Seq Analysis

Zebrafish larvae at three dpf were exposed to azithromycin, and its impurities in 2 mM and dissected liver of larvae were collected at six dpf for transcriptome sequencing. As previously described (Han et al., 2018a), the process of ribonucleic acid sequencing (RNA-seq) analysis was carried out by CapitalBio Corporation (Beijing, China). To identify the differentially expressed genes (DEGs) between the control and compound treatment group, the threshold of fold change ≥2 (upregulated gene) were established. Functional enrichment analysis was performed by Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways under a significance threshold of *p*-value < 0.05. Cytoscape software was employed to map the drug–pathway network.

### Quantitative RT-PCR Analysis

As previously described by Zhang et al. (2020), the treated zebrafish larvae liver and human L02 cells were collected for the qRT-PCR analysis. Total RNA were extracted from L02 cells and the dissected liver of larvae by using TRIzol reagent (Sigma–Aldrich, Saint Louis, MO, United States) and synthesized cDNA using M-MLV reverse transcriptase (Promega, M1708). The reaction of qRT-PCR was performed by LightCycler480. The relative mRNA levels were calculated with *β-actin* as the reference gene using the comparative 2^ΔΔCT^ quantization method. The specific primers (5′-3′) for amplification in zebrafish are as follows: *fosab* (F: TTA​CCA​GCC​TTA​ACG​CCG​AC, R: TGG​ACC​ATC​CAC​TGC​AAG​TC), *β-actin* (F: CCG​TGA​CAT​CAA​GGA​GAA​G, R: ATA​CCG​CAA​GAT​TCC​ATA​CC). The primer sequences (5′-3′) for qRT-PCR in L02 cells are as follows: *c-fos* (F: TAC​TAC​CAC​TCA​CCC​GCA​GA, R: GGC​CTC​CTG​TCA​TGG​TCT​TC), *β-actin* (F: CAC​CAT​TGG​CAA​TGA​GCG​GTT​C, R: AGG​TCT​TTG​CGG​ATG​TCC​ACG​T).

### Cytotoxicity in Human L02 Cells

As previously described by Zhang et al. (2020), the human L02 cells were incubated with each macrolide compounds at different concentrations for 24 h. For cell viability, Cell Counting Kit-8 (CCK-8; Dojindo, CK04) was used by following the manufacturer’s protocol and the absorbance of each well was measured at 450 nm using a microplate reader. For cell toxicity, the level of lactate dehydrogenase (LDH) release was determined by LDH activity assay kits (Dojindo, CK12) according to the manufacturer’s specification, and the absorbance at 490 nm in each well was measured by a microplate reader.

### Data Treatment

All experiments were performed in triplicate. All the data were shown as mean ± SD, and statistical analyses were performed by GraphPad Prism software. The statistical comparisons were carried out by one-factor ANOVA, and *p*-values < 0.05 were considered significant.

## Results

### Analysis of Molecular Docking of Macrolides With FosB/JunD bZIP Domain

Considering that *c-fos* is involved in some drug’s hepatotoxicity and its basic leucine zipper domain (bZIP) contributes to AP-1 binding to DNA (Zhang et al., 2020; Ellenberger et al., 1992; Landschulz et al., 1988), we infer that the interaction between the FosB/JunD bZIP domain and structures of drugs probably is a key access for understanding hepatotoxicity of macrolide drugs. Here, we used the FosB/JunD bZIP domain as *c-fos* receptor domain for macrolide molecular docking analysis. We selected erythromycin, roxithromycin, clarithromycin, azithromycin, midecamycin, josamycin, and acetylspiramycin as ligands to docking into the active site of the FosB/JunD bZIP domain. The most optimum docking poses in this domain are shown in Figure 1, and the highest -CDOCKER interaction energy scores are given in Table 1. The results showed that the scores of these seven macrolides were closely. -CDOCKER interaction energy score implies that the binding affinity between the ligand and the protein (Rampogu and Lemuel, 2016). The affinity order is azithromycin > erythromycin > acetylspiramycin > roxithromycin > midecamycin > clarithromycin > josamycin, which is in good agreement with the reports in literatures. The 16-membered ring macrolides were less hepatotoxic than erythromycin (Periti et al., 1993). Roxithromycin and clarithromycin have less hepatotoxicity than erythromycin, and azithromycin has higher hepatotoxicity than erythromycin (Björnsson, 2017). Our previous experimental data indicated that the liver toxicity induced by these seven compounds were similar (Zhang et al., 2020).

**FIGURE 1:**
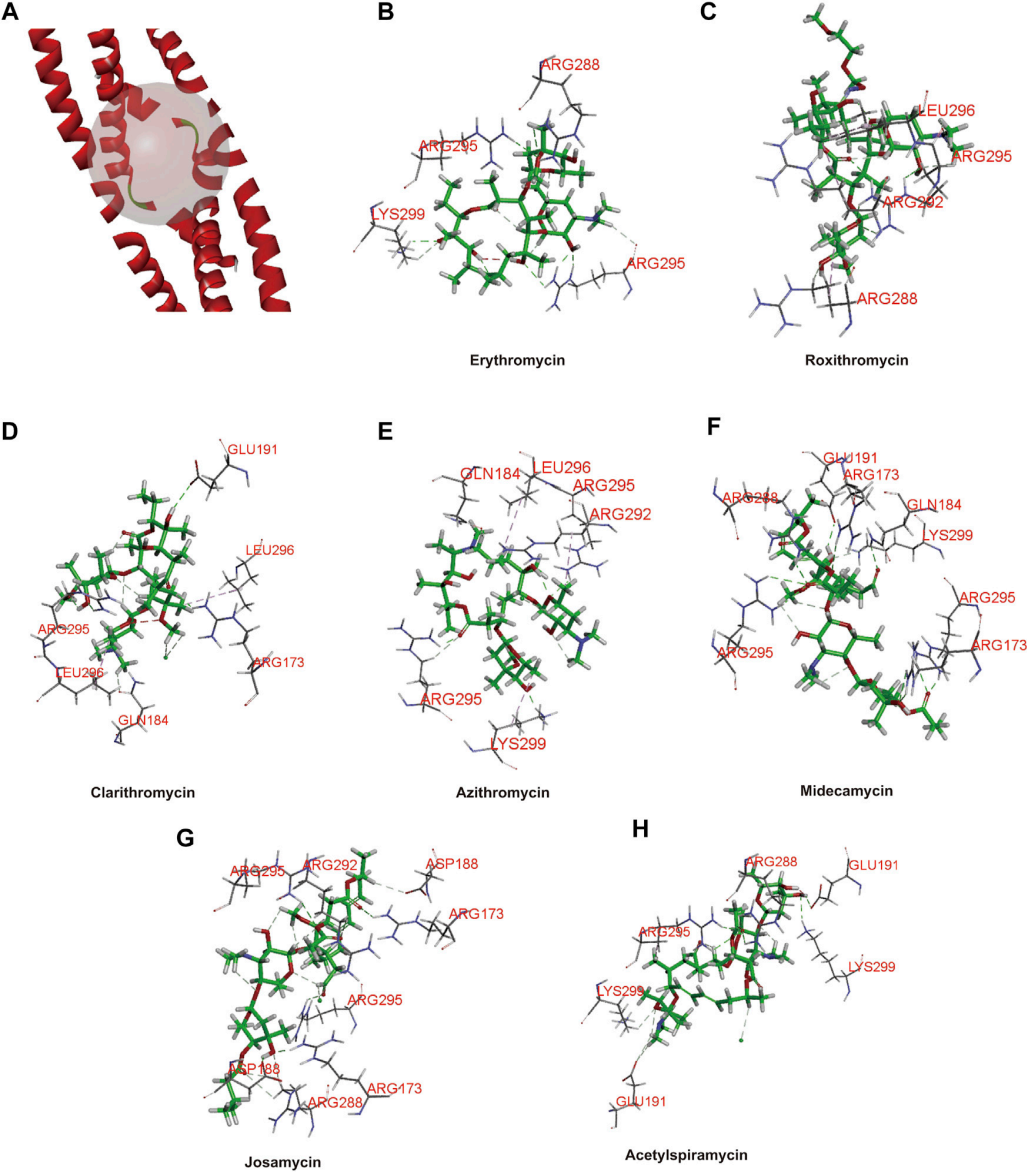
Three-dimensional (3D) structure model of protein ligand docking. **(A)** Active site of the FosB/JunD bZIP domain. **(B–H)** Docking interactions of erythromycin **(B)**, roxithromycin **(C)**, clarithromycin **(D)**, azithromycin **(E)**, midecamycin **(F)**, josamycin **(G)**, and acetylspiramycin **(H)** with the FosB/JunD bZIP domain. The representative images indicate the optimum docking poses in this domain.

**TABLE 1:** Docking scores of the highest -CDOCKER interaction energy for the selected macrolide antibiotics.

Compound	-CDOCKER interaction energy (kcal/mol)
Erythromycin	51.10
Roxithromycin	50.11
Clarithromycin	49.98
Azithromycin	53.39
Midecamycin	50.07
Josamycin	49.24
Acetylspiramycin	50.20

Then, we further confirmed the correlation between the docking energy scores and liver toxicity caused by macrolide antibiotics. It is well known that telithromycin is a ketolide antibiotic derived from macrolide structure (Supplementary Figure S1), has been pulled from the market due to severe acute liver injury (Author Anonymous, 2012). Therefore, we investigated the liver toxicity of telithromycin compared to azithromycin. First, employing transgenic zebrafish Tg (fabp10: dsRed), the liver phenotype *in vivo* showed that telithromycin could cause hepatomegaly at 0.1 mm and a dark coloration and amorphous liver at 0.5 mm; a dark and amorphous liver indicates degeneration or necrosis of liver cells. While azithromycin showed no toxicity to zebrafish liver at 0.1 mm, but hepatomegaly at 0.5 mm (Figure 2A). Thus, telithromycin has a higher liver injury than azithromycin in zebrafish. Second, the CCK-8 assay and LDH release assay were used to detect the cytotoxicity of telithromycin and azithromycin on human normal liver cells (L02 cells) (Figure 2B), the results suggested that telithromycin exerted a higher cytotoxicity than azithromycin in the human liver cells. Finally, the expression of *fosab* in zebrafish and *c-fos* in L02 cells were tested by using qRT-PCR analysis (Figure 2C), the results showed that telithromycin significantly elevated the mRNA levels of *fosab* and *c-fos* than azithromycin. These data demonstrated that the liver toxicity of telithromycin was higher than that of azithromycin.

**FIGURE 2:**
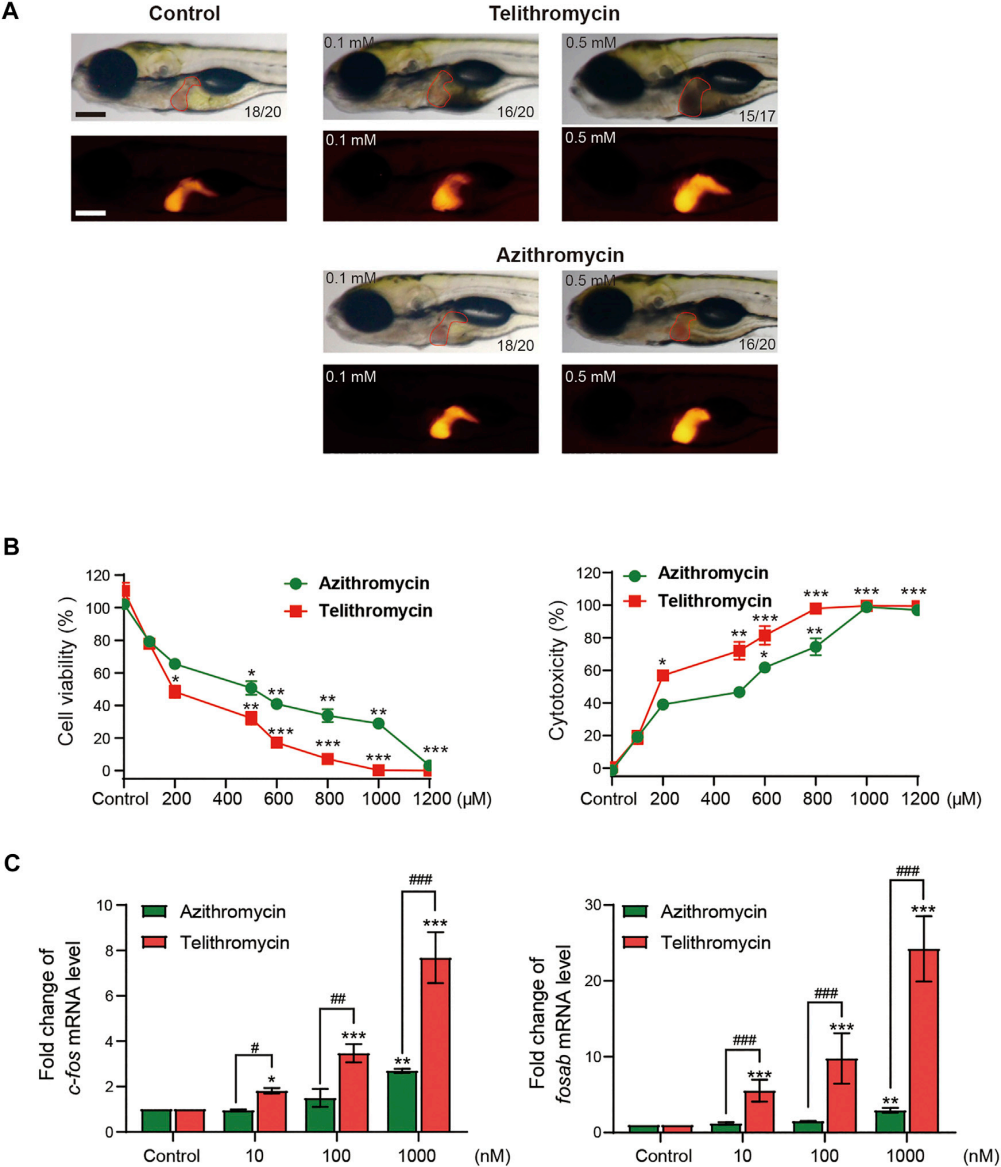
Toxicity of telithromycin and azithromycin in zebrafish liver and human liver cells. **(A)** Visual liver phenotype of zebrafish larvae at 6 dpf treated with telithromycin and azithromycin and imaged by a light microscopic (red outline) and a fluorescence microscopic (red fluorescence). The digit on the bottom right corner indicates the ratio of positive images. Scale bar, 250 μm. **(B)** Cytotoxicity of telithromycin and azithromycin on human L02 cells by using the CCK-8 kit to test cell viability and the LDH activity assay kit to detect cell cytotoxicity. **(C)** Expressions of the human *c-fos* gene were examined by qRT-PCR analysis in telithromycin and azithromycin treatment groups. Control, 0.1% DMSO-treated group, * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001 compared to control group; # indicates *p* < 0.05, ## indicates *p* < 0.01, ### indicates *p* < 0.001 compared to the azithromycin group at a same concentration. All statistical data are given as mean ± SD (*n* = 3).

Meanwhile, telithromycin as a ligand docked into the active site of FosB/JunD bZIP domain, and the docking score was 66.31 kcal/mol, which was much higher than that of azithromycin (Supplementary Figure S2; Supplementary Table S1). Therefore, the highest -CDOCKER interaction energy score with FosB/JunD bZIP domain may reflect the hepatotoxicity induced by macrolide antibiotics.

### A Prediction Interval for Rapid Evaluation of Hepatotoxicity Induced by Macrolides

To quickly assess the liver toxicity of diverse impurities of macrolides compared with their active pharmaceutical ingredients (APIs) in a time- or cost-saving manner, we formulated a prediction interval for hepatotoxicity according to the docking scores of macrolides binding with the FosB/JunD bZIP domain. The scope of the prediction interval was the mean ± 2 SD of docking scores of the selected seven representative macrolides (erythromycin, roxithromycin, clarithromycin, azithromycin, midecamycin, josamycin, and acetylspiramycin) commonly used clinically, which is 48.1∼53.1. When the score is less than 48.1, it is considered that the chemical has a little or no liver toxicity (less than API); when the score is in 48.1∼53.1, the liver toxicity is approximately equal to API; when the score is greater than 53.1, the liver toxicity is greater than API, and this impurity requires strict quality control.

Therefore, we might be able to put forward a hypothesis for the hepatotoxicity assessment model of macrolides: the virtual screening of impurities with high liver toxicity could be carried out quickly according to this prediction interval, and the effect on *c-fos* gene expression in L02 cells can be used as a complementary verification, and then the positive can be controlled as a specific impurity.

### Comparative Analysis of Hepatotoxicity of Azithromycin and Its Impurities by Using the Assessment Model

In order to prove the aforementioned hypothesis and test the practicality of the hepatotoxicity assessment model of macrolides, first, we employed the prediction interval to virtually screen azithromycin impurities with high hepatotoxicity. We chose azithromycin and its impurities with different structures (impurities E, F, J, H, I, K, L, Q, R, and S) (Figure 3) as ligands to dock into the FosB/JunD bZIP domain. The most optimum docking poses of the azithromycin impurities are shown in Figure 4, and the highest -CDOCKER interaction energy scores are presented in Table 2. These scores revealed that the docking score of impurity H was the highest, followed by impurity L, both of which were greater than 53.1; the docking scores of impurities E, I, J, and Q were 48.1∼53.1; and the docking scores of impurities F, K, R, and S were less than 48.1. According to the prediction interval for hepatotoxicity of macrolides, we infer that impurities H and L might display higher hepatotoxicity than azithromycin; the hepatotoxicity of impurities E, I, J, and Q maybe equal to that of azithromycin, while the hepatotoxicity of impurities F, K, R, and S perhaps lower than that of azithromycin.

**FIGURE 3:**
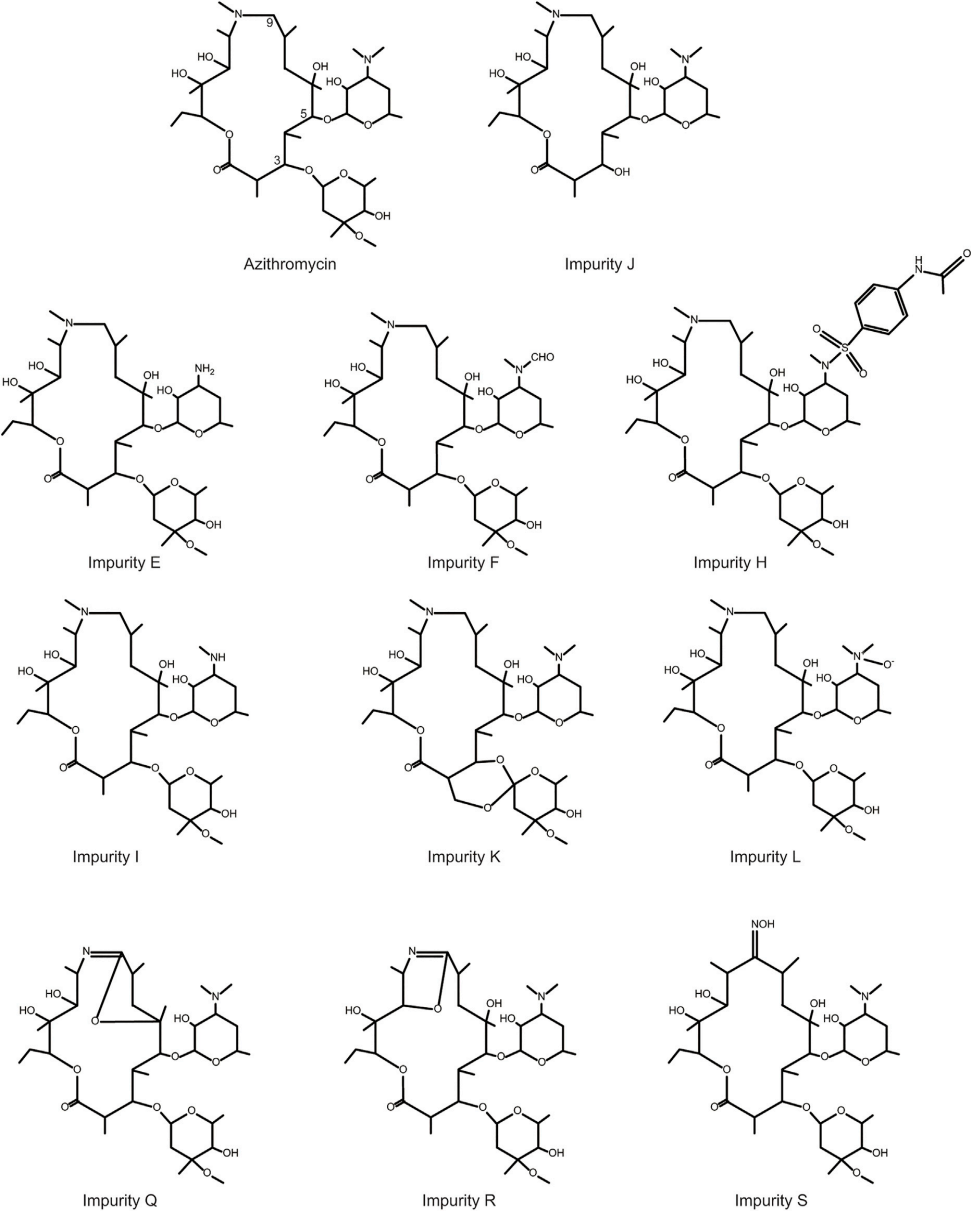
Chemical structures of azithromycin and its related impurities used in this study.

**FIGURE 4:**
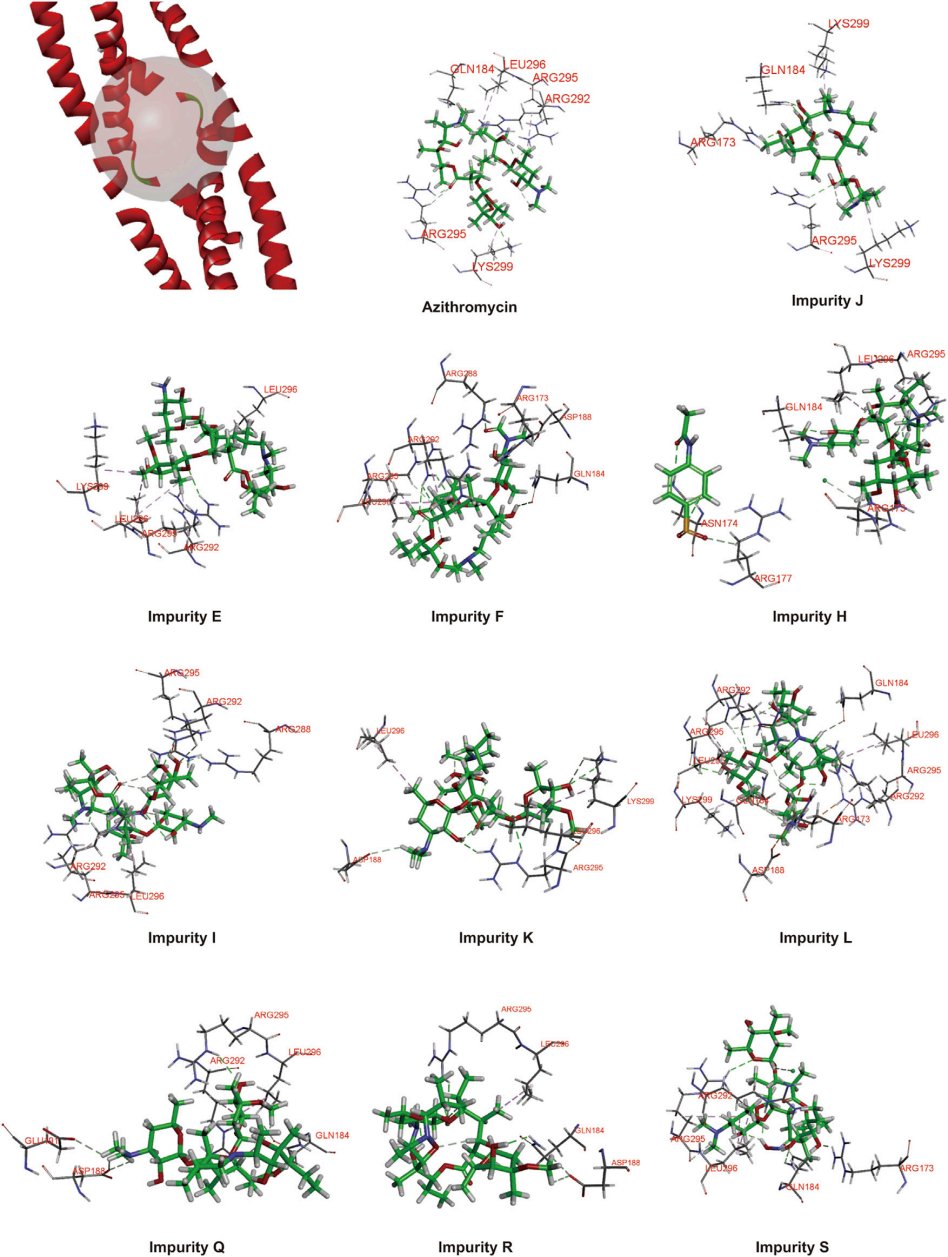
Protein ligand docking of azithromycin and its impurities with FosB/JunD bZIP domain.

**TABLE 2:** Docking scores of the highest -CDOCKER interaction energy for azithromycin impurities.

Compound	-CDOCKER interaction energy (kcal/mol)
Impurity F	43.85
Impurity S	45.18
Impurity K	45.64
Impurity R	46.27
Impurity Q	48.81
Impurity E	50.13
Impurity I	51.74
Impurity J	50.42
Impurity L	55.57
Impurity H	66.45

Next, we detected the expression of *c-fos* gene in L02 cells to verify the results of virtual screening. The impurities F, J, I, L, Q, R, and S were successfully synthesized except for impurities E, H, and K, and were examined by qRT-PCR analysis. The results showed that impurities I, J, L, Q, and R significantly upregulated the expression of *c-fos* gene in L02 cells at a concentration dependent manner, and impurity L had the greatest effect, impurity R moderately lower than azithromycin, while F and S did not affect (Figure 5). These were consistent with the virtual screening results. Therefore, the hepatotoxicity prediction of azithromycin impurities may be accurate, implying feasibility of the hepatotoxicity assessment model for macrolides.

**FIGURE 5:**
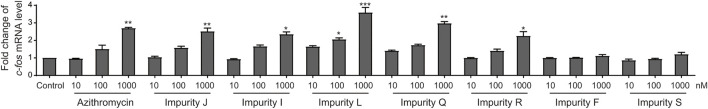
Azithromycin impurities J, I, L, Q, R, F, and S promote the expression human *c-fos* gene in L02 cells. The level of human *c-fos* mRNA were detected by qRT-PCR analysis in each treatment groups. Control, vehicle-treated group with 0.1% DMSO, * indicates *p* < 0.05, * indicates *p* < 0.01, *** indicates *p* < 0.001. All statistical data are represented as mean ± SD (*n* = 3).

### An Integrative Evaluation of the Hepatotoxicity Induced by Azithromycin Impurities

To comprehensively analyze the hepatotoxicity induced by azithromycin impurities and further verify the results drawn by the assessment model, we investigated the liver toxicity of azithromycin impurities *in vivo* and *in vitro*. First, the ADMET properties of these impurities are predicted in Table 3, the values of topological polar surface area (TPSA) and log*P* showed that azithromycin impurities presented high lipophilicity, indicating these impurities might have good membrane permeability or oral absorption (Fonteh et al., 2015; Qidwai, 2016). Among them, impurity H has the highest TPSA and log *P* values. The absorption levels were assessed by water solubility and Caco2 permeability, the Caco2 permeability value of impurity L was the highest, and impurity H was the second. Therefore, impurity H and L had a better absorption than other impurities, which might lead to higher concentration *in vivo*. The volume of distribution at steady state (VDss) and blood–brain barrier membrane permeability (logBB) were used to assess the distribution level of these impurities, the VDss value of impurity K was the highest, and impurity H was the second. A high VDss value indicates that this compound is more inclined to accumulate in tissues. The logBB of all impurities was < −1, indicating these impurities did not easily cross the blood–brain barrier. The metabolism levels were evaluated by the two main subtypes of cytochrome P450, namely, CYP2D6 and CYP3A4. Impurities F, H, I, L, and Q were likely to be metabolized by CYP3A4, while all these impurities were not metabolized by CYP2D6. About the drug elimination level, the total clearance of impurity H was the lowest. For prediction of toxicity, all selected azithromycin impurities might cause hepatotoxicity.

**TABLE 3:** ADMET parameter prediction of azithromycin and its related impurities in this study.

Principal descriptor	Azithromycin	Impurity J	Impurity E	Impurity F	Impurity K	Impurity H	Impurity I	Impurity L	Impurity Q	Impurity R	Impurity S
TPSA (Å^2^)	180.09	152.39	202.88	197.16	189.32	243.33	188.88	193.92	178.22	178.22	209.44
Log *P* ^a^	1.9007	0.9755	1.2978	1.4273	1.2387	2.6182	1.5585	1.9133	2.4053	2.4053	2.0467
Absorption											
Water solubility (log mol/L)	−4.133	−3.918	−4.073	−4.069	−4.049	−3.246	−4.104	−4.331	−4.621	−4.588	−4.164
Caco2 permeability (log Papp in 10^−6^ cm/s)^b^	−0.211	−0.122	−0.228	0.154	−0.074	0.289	−0.227	0.29	−0.012	−0.055	−0.149
Distribution											
VDss (human, log L/kg)	−0.214	−0.09	−0.293	−0.43	0.245	0.065	−0.243	−0.514	−0.25	−0.151	−0.238
BBB permeability (logBB)	−1.857	−1.263	−1.772	−1.959	−1.847	−2.409	−1.856	−2.018	−1.677	−1.681	−1.882
Metabolism											
CYP2D6 substrate	No	No	No	No	No	No	No	No	No	No	No
CYP3A4 substrate	Yes	No	No	Yes	No	Yes	Yes	Yes	Yes	No	No
Excretion											
Total clearance [log (ml/min/kg)]^c^	−0.424	−0.472	−0.349	−0.271	−0.53	−0.824	−0.292	−0.426	−0.219	−0.133	−0.661
Toxicity											
Hepatotoxicity	Yes	Yes	Yes	Yes	Yes	Yes	Yes	Yes	Yes	Yes	Yes

a Octanol/water partition coefficient.

b Logarithm of the apparent permeability coefficient.

c Drug clearance is measured by the proportionality constant CLtot.

Second, we detected the cytotoxicity of these impurities in L02 cells *in vitro via* CCK-8 assay to test the cell viability (Figure 6A). The results showed that all the impurities and azithromycin reduced the cell viability in a dose dependent manner. There were no significant differences in cytotoxicity of these impurities compared with azithromycin, except for impurity F and impurity S displaying less cytotoxicity in L02 cells, respectively. Furthermore, we chose impurity L, a potentially higher hepatotoxicity impurity, and impurity F, a possibly lower hepatotoxicity impurity, to assess the liver toxicity compared with azithromycin using the transgenic zebrafish (Figure 6B). The results demonstrated that impurity F was nearly non-toxic to zebrafish liver at 0.5 and 1 mm; azithromycin initiated hepatomegaly at 0.5 mm and blackened liver tissue at 1 mm; meanwhile, impurity L triggered hepatomegaly and caused the liver lost transparency with a brown coloration at 0.1 mm, and the liver tissue became black at 0.5 mm. These results demonstrated that impurity F and impurity S had a lower liver toxicity than azithromycin, whereas the liver toxicity of impurity L was higher than azithromycin. The results of liver toxicity *in vitro* and *in vivo* were consistent with the results evaluated by the assessment model. Importantly, these experimental data also provided proof for the accuracy and practicality of the assessment model for hepatotoxicity induced by macrolides.

**FIGURE 6:**
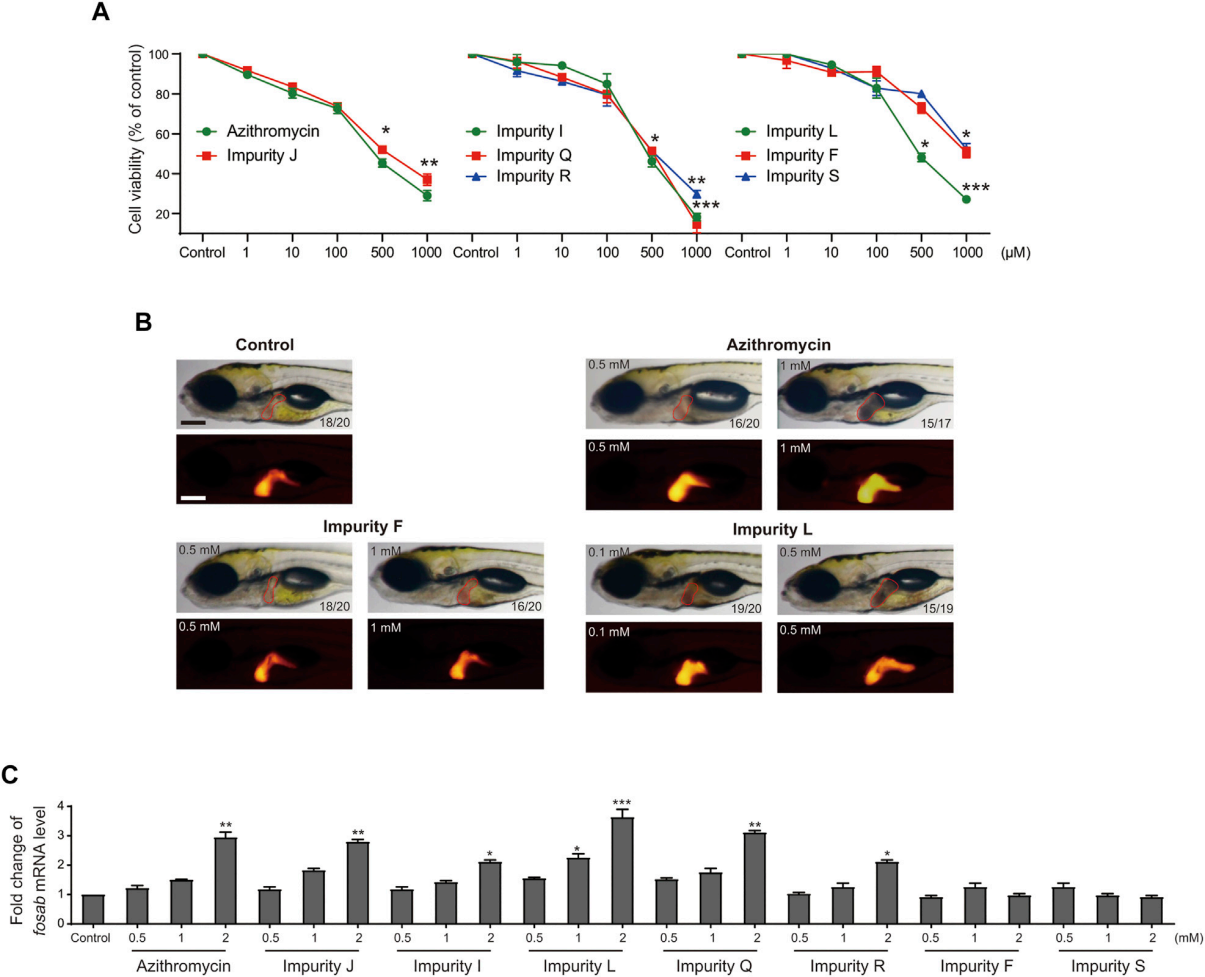
Analysis of the liver toxicity of azithromycin impurities *in vitro* and *in vivo*. **(A)** Cell viability of L02 cells after exposed to azithromycin and impurities J, I, L, Q, R, F, and S solutions were tested by CCK-8 assay. Control indicates 0.1% DMSO-treated group. * indicates *p* < 0.05, ** indicates *p* < 0.01, ***indicates *p* < 0.001 compared with the control group. All values are expressed as the mean ± SD (*n* = 3). **(B)** Visual phenotype of liver toxicity in zebrafish larvae at 6 dpf after azithromycin, impurities F and L treatment. Representative images of treated larvae by using a light microscopic (red outline) and a fluorescence microscopic (red fluorescence). The digit on the bottom right corner shows the ratio of positive images. Scale bar, 250 μm. **(C)** *fosab* mRNA levels in zebrafish exposed to azithromycin and its seven impurities, respectively, were detected by qRT-PCR analysis. Control, vehicle-treated group with 0.1% DMSO, * indicates *p* < 0.05, * indicates *p* < 0.01, *** indicates *p* < 0.001. All statistical data are represented as mean ± SD (*n* = 3).

Furthermore, RNA-seq and qRT-PCR analyses were performed to examine the expression of *c-fos* gene *in vivo*. 

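For the RNA-seq analysis, zebrafish larvae were exposed from 3 dpf to 6 dpf, for 72 h, to azithromycin or one of its impurities at 2 mM, or to DMSO, and RNA from the dissected liver was sequenced. The samples comprised 1 library for each of azithromycin and impurities J, I, Q, R, L, S, and F, and 1 library for the DMSO control. The paper's data treatment section states triplicates for all experiments, whereas each condition of the RNA-seq is represented by a single library here, so none of the comparisons below has a replicate check. Each of the 8 files is the authors' deposited table of pathways for one compound against DMSO. It gives the pathways of KEGG, Reactome, and PANTHER, the DEGs found in each pathway with their direction, the number of background genes in the pathway, a p-value, and a corrected p-value. The tables hold gene names and directions, so the depth of each library is unknown and the size of a change cannot be given. A DEG that belongs to no pathway is not listed. All 8 comparisons share the same DMSO library, and a deviation of that library would enter each of them. The paper's text gives a fold change of at least 2 as the threshold for DEGs, with the words upregulated gene in brackets. It states no threshold for downregulated genes. It does not name the aligner, the genome build, or a test for single genes.

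Counted from the tables, 417 distinct genes were listed for azithromycin (218 upregulated and 199 downregulated), 378 for impurity J (188 and 190), 412 for impurity I (215 and 197), 420 for impurity Q (212 and 208), 405 for impurity R (212 and 193), 398 for impurity L (204 and 194), 427 for impurity S (208 and 219), and 408 for impurity F (202 and 206). With the Reactome rows alone, 223 to 255 genes per compound remained. The p-values in the authors' deposited tables were recomputed. A one-sided Fisher's exact test gave all 7048 of them to within 5.0e-10 when the background was 18311 genes and the list held 1084 genes for azithromycin, 1063 for impurity J, 1084 for impurity I, 1094 for impurity Q, 1072 for impurity R, 1009 for impurity L, 1058 for impurity S, and 1038 for impurity F. The tables do not print these totals, which were found by trying every list of 200 to 3000 genes with every background of 5000 to 40000 genes. One pair of totals fitted each table.

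**Figure D1:**
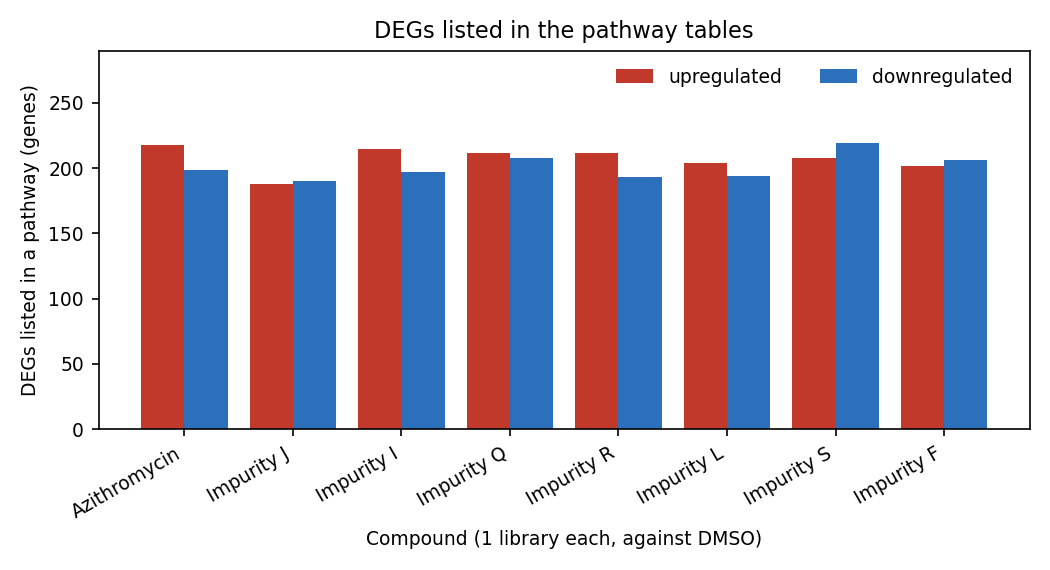
Number of genes listed in the pathway tables as upregulated (red) and downregulated (blue) against DMSO, for 1 library per compound. The bars lie between 188 and 219 genes, and the upregulated share of the listed genes ranges from 48.7% for impurity S to 52.3% for impurity R.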

According to GO enrichment analysis, we found *fosab* mRNA level were upregulated significantly by azithromycin impurities J, I, L, Q, and R, respectively, while impurity F and S had no significant effect on the expression of *fosab* in zebrafish (Table 4). 

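The zebrafish c-fos homolog *fosab* carries the Entrez identifier 394198 in the files. In the authors' deposited tables, *fosab* was listed as upregulated for azithromycin and for impurity L. It appeared in the same 36 terms in both, of which 5 were KEGG pathways, 27 were Reactome pathways, and 4 were PANTHER pathways. It was not listed for impurities J, I, Q, and R, nor for impurities S and F, so it was found for 2 of the 6 compounds of Table 4 and for 0 of the other two. These terms themselves were present in the other tables through other genes: the table of impurity J held 35 of the 36, that of impurity I held 33, that of impurity Q held 34, that of impurity R held 36, that of impurity S held 33, and that of impurity F held 35. The number of compounds with *fosab* listed was also 2 in the KEGG, the Reactome, or the PANTHER rows alone. This follows from the numbers of terms above and is no separate check. The GO terms to which the sentence refers and the fold changes of Table 4 were not analysed here.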

The fold change of *fosab* gene expression promoted by impurity L was the highest. 

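The tables give the direction of a DEG and no fold change, so the compounds could not be ranked by *fosab*. Impurity L differed from the other compounds in the AP-1 genes listed beside it. For impurity L, *fosaa* (Entrez identifier 570238) was upregulated together with *fosab*, whereas *fosaa* was downregulated for impurity R and not listed for the others. Of 18 AP-1 genes chosen in advance, 5 were listed for any compound. Besides *fosab* and *fosaa* these were *fosl1a*, downregulated for azithromycin and impurity J, *jun*, upregulated for impurity S, and *mafga*, downregulated for azithromycin and impurities J, Q, and S. Of 26 immediate-early genes, 5 were listed for any compound. Of these, *nr4a1*, *klf2a*, and *btg2* were upregulated for impurity L and not listed for any other compound. The others were *nr4a3*, downregulated for azithromycin and impurities J and Q, and *klf2b*, downregulated for impurity I. These immediate-early genes were named singly after their values were seen. The net number of upregulated genes of the AP-1 and immediate-early lists together was 5 for impurity L, -2 for azithromycin, -3 for impurity J, -1 for impurity I, -2 for impurity Q, -1 for impurity R, and 0 for impurities S and F. Against 10000 random lists of as many genes drawn from the genes listed in any table, the AP-1 list alone lay at percentile 92.1 for impurity L, inside the central 95%, and the immediate-early list alone lay at percentile 98.6. Together, joined after the values were seen, they lay at percentile 99.5, which describes these libraries only.

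**Figure D2:**
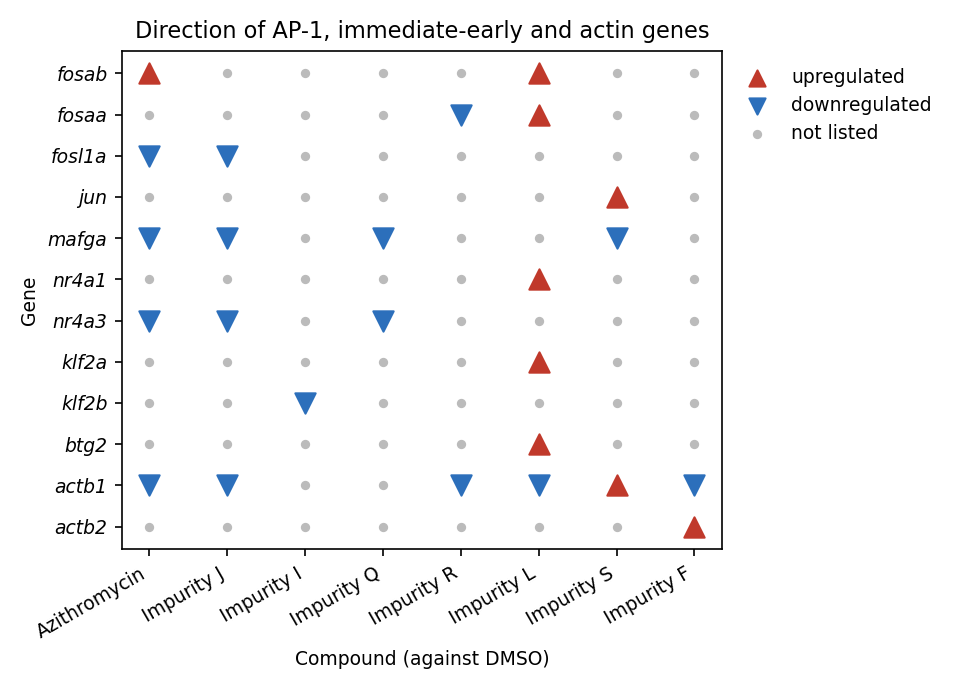
Direction of each listed AP-1 gene (first 5 rows), immediate-early gene (next 5 rows), and actin gene (last 2 rows) for each compound against DMSO. Triangles pointing up are upregulated genes, triangles pointing down are downregulated genes, and grey dots are genes that the table of that compound does not list; impurity L has 5 upregulated AP-1 and immediate-early genes and 0 downregulated.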

The results of qRT-PCR analysis also demonstrated that these impurities could significantly elevate the expression of *fosab* gene in zebrafish liver at a concentration dependent manner except for impurities F and S, while impurity L has the greatest effect (Figure 6C). These data were similar to the expression of *c-fos* gene in L02 cells. On the other hand, our previous study has shown that the liver toxicity induced by macrolides was related to the high expression of *c-fos* (Zhang et al., 2020), these data might explain why impurity L has a higher liver toxicity, probably due to its greater effect on *c-fos* gene expression. Therefore, the assessment model is accurate, which can be illustrated by the experimental confirmation via detection of the expression of *c-fos* gene in L02 cells.

**TABLE 4:** Fold-change of zebrafish *fosab* gene upregulated by azithromycin and its impurities J, I, Q, R, and L in RNA-seq analysis.

Gene	Fold change					
	Azithromycin	Impurity J	Impurity I	Impurity Q	Impurity R	Impurity L
*fosab*	3.27	2.92	2.14	3.07	2.18	4.10

### Structure–Hepatotoxicity Relationship of Azithromycin Impurities

Furthermore, we performed comparative analyses of the structures of azithromycin impurities on the basis of the structural characteristics (Figure 3). The structures of these impurities have mainly changed in the side chain at C3, C5, and C9 position of lactone rings. Among them, the structures of impurities F, L, and H are different only in the nitrogen (N)-linked substituents on the side chain group at C5 position compared with azithromycin. The N-linked substituents in impurity F is an aldehyde group, which is an electron-withdrawing group from N atom, while the N-connected substituents in impurity H and impurity L are electron-donating groups, which lead to different charges of N atoms (Figure 7). Consequently, the hepatotoxicity of azithromycin impurities may be related to the charge of N atoms on the side chain group at C5 position through the analysis of the structure–hepatotoxicity relationship of azithromycin impurities. Simultaneously, the structural modification of C9 position to form lactone or oximido cannot exacerbate the hepatotoxicity according to the structures of impurities Q, R, and S, and the oximido of impurity S dramatically reduces hepatotoxicity. Similarly, the changes at C3 side chain also cannot aggravate the hepatotoxicity according to the structures of impurities K and J.

**FIGURE 7:**
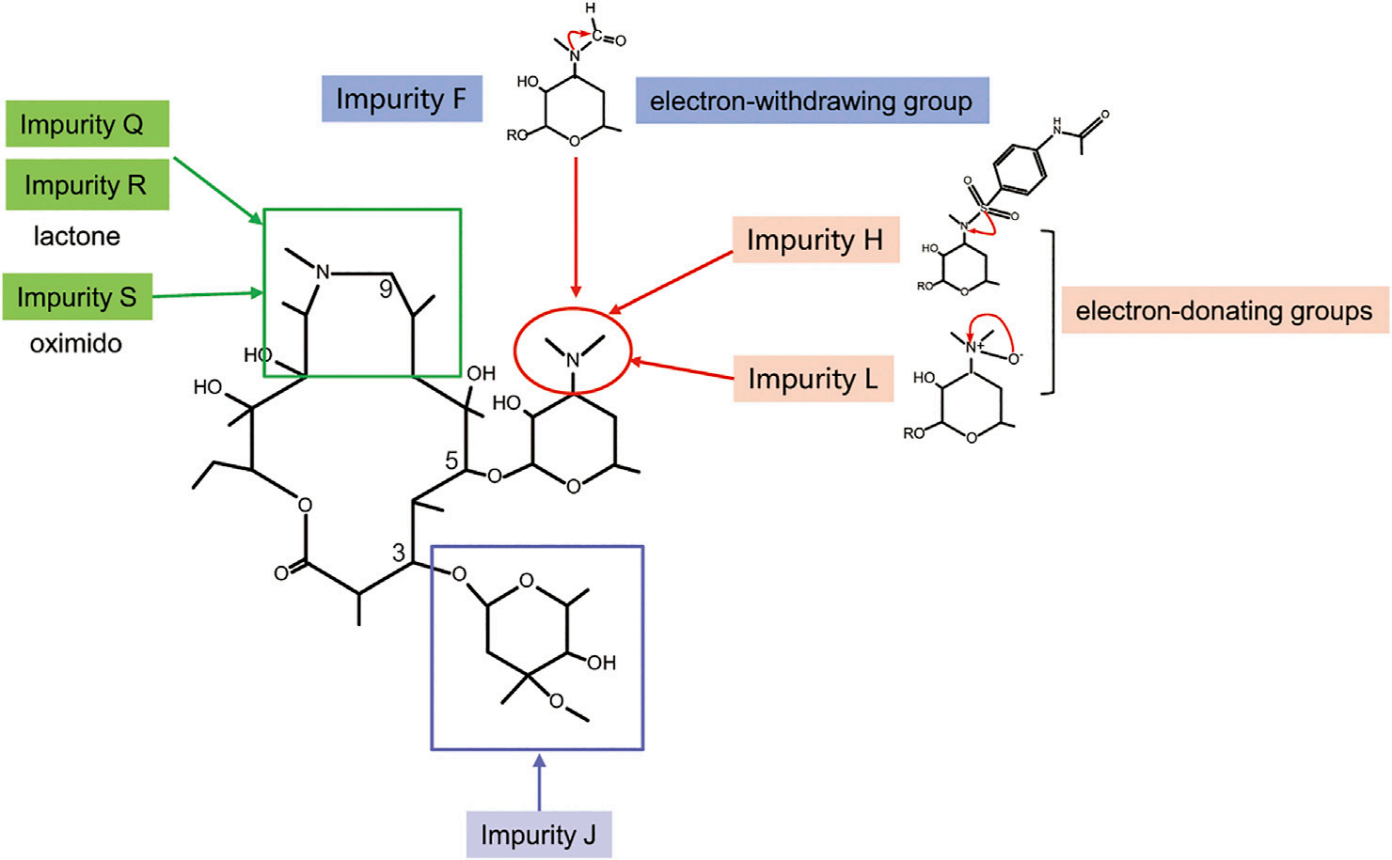
Structure–hepatotoxicity relationship of azithromycin impurities.

All the aforementioned results indicate that the assessment model for evaluating hepatotoxicity of macrolides may be accurate and practical, besides, the charge of N atoms on the side chain group at C5 position could also reflect the hepatotoxicity of macrolides.

## Discussion

Macrolide antibiotics products in the market have various sorts of impurities owing to different preparation or production process, while the structures of impurities are usually similar to API, the content of impurities are very low which makes it difficult to be separated for animal experiments. Whether these impurities play roles in the hepatotoxicity caused by administration of macrolides, which impurities should be controlled strictly or leniently, these questions are particularly important for the consistency evaluation between domestic generic drugs and brand-name drugs. On the basis of the structures of impurities, *in silico* prediction for toxicity by using structure–toxicity relationship, *in silico* ADMET prediction and molecular docking techniques has been widely used (Han et al., 2017; Han et al., 2018a; Han et al., 2018b; Han et al., 2019; Liu et al., 2019).

In this study, we studied whether the binding ability with FosB*/*JunD bZIP domain could quantify the hepatotoxicity of macrolides using telithromycin with severe liver toxicity and azithromycin. The docking value of telithromycin into FosB*/*JunD bZIP domain was much higher than azithromycin. Then, we used the following assays to examine the result. Two experimental tests showed that the hepatotoxicity of telithromycin was higher than that of azithromycin in zebrafish liver and cytotoxicity in human L02 cells. ADMET prediction showed that the absorption and distribution levels of telithromycin were also much higher than azithromycin, which might be one of the reasons for the high hepatotoxicity of telithromycin (Supplementary Table S2). Hence, the highest -CDOCKER interaction energy scores can indeed reflect the hepatotoxicity induced by macrolides, which implying the interaction between the FosB*/*JunD bZIP domain and macrolides probably involved in the liver toxicity of macrolides. Then, we established a prediction interval for hepatotoxicity according to the mean ± 2SD of the highest–CDOCKER interaction energy scores of representative macrolides, namely 48.1∼53.1.

Our previous study has shown the liver toxicity induced by macrolides related to high expression of *c-fos* (Zhang et al., 2020), we established a rapid assessment model for hepatotoxicity evaluation of macrolides *via* the prediction interval and detecting the expression of *c-fos* gene in human liver cells. In order to explore the practicability of the assessment model, we compared and analyzed the hepatotoxicity of azithromycin impurities. The predicted results by using the prediction interval were consistent with all the experimental results, indicating that the assessment model for evaluating hepatotoxicity of macrolides may be accurate and practical.

In addition, for a more comprehensive analysis, the results of kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis suggested these synthesized impurities and azithromycin co-regulated only in two significant pathways involving upregulated *fosab* gene, namely, apoptosis signaling pathway and insulin/IGF pathway-mitogen activated protein kinase/MAP kinase cascade pathway (Supplementary Figure S3), which was common with our previous results (Zhang et al., 2020). *fosab* encoded proto-oncogene *c-fos*. Therefore, the liver toxicity induced by azithromycin impurities might be also related to the high expression of *c-fos* gene. Moreover, this study also provides warning that impurities H and L might have serious hepatotoxicity and need to be strictly controlled.

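Both pathways are listed under PANTHER in the authors' deposited tables. The apoptosis signaling pathway has 14 genes in the background. The authors' deposited table for azithromycin lists 2 DEGs in it, *fosab* upregulated and *mapk8b* downregulated, with a p-value of 0.224, which was the same when recomputed by the one-sided Fisher's exact test. In the authors' deposited tables, impurity L has 1 DEG in this pathway, *fosab* (p = 0.553), impurities J and I have *map2k4a* (p = 0.571 and 0.578), impurity R has *mapk3* and *map2k4a* (p = 0.221), and impurity F has *hsc70* (p = 0.563), all upregulated. The pathway is not listed for impurities Q and S.

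The insulin/IGF pathway-mitogen activated protein kinase kinase/MAP kinase cascade has 8 genes in the background. In the authors' deposited tables, *fosab* is the only DEG in it for azithromycin (p = 0.404) and for impurity L (p = 0.383), *map2k4a* is the only one for impurity J (p = 0.398) and impurity I (p = 0.404), and *mapk3* and *map2k4a* are listed for impurity R (p = 0.102). It is not listed for impurities Q, S, and F. The deposited p-values of both pathways rest on DEG lists that hold both directions. The paper's threshold names upregulated genes, so the lists behind its network may differ. Across both pathways and all compounds, the lowest p-value in the authors' deposited tables is 0.102 and the lowest corrected p-value is 0.597, so 0 of the 11 entries fall below 0.05. Recomputed with the totals printed in the tables, which count gene and pathway pairs, the lowest p-value of the one-sided Fisher's exact test was 0.0768 and 0 entries fell below 0.05. In its discussion, the paper reasons that the liver toxicity of the impurities might be related to the expression of *c-fos*. It does so from pathways with upregulated *fosab* that azithromycin and the impurities share, and from its earlier work on macrolides. The paper also draws on qRT-PCR of *fosab* in zebrafish liver and *c-fos* in L02 cells, and on liver phenotypes. None of these was re-analysed here.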

Before evaluating the safety of a drug in clinic, ADMET assessment is usually performed for preliminary prediction. The liver toxicity of macrolides *in vivo* was determined by zebrafish hepatotoxicity model in this study, while ADME profiles are not easy to quantify in zebrafish. Recent studies confirmed that the absorption, distribution, and metabolism of drugs in zebrafish were consistent with those in mammals (Fischer et al., 2013; Fleming et al., 2013; Poon et al., 2017; Liu et al., 2019). Meanwhile, we used *in silico* ADME profile to predict and contrast the ADME parameters of azithromycin impurities in the present study. These data indicated that impurities H and L had a higher absorption. Our previous studies have shown that the toxic effects of compounds were closely related to the toxic functional groups and absorption of compounds (Zhang et al., 2013; Zhang et al., 2015; Chen et al., 2017). Thus, the results of ADME prediction give an explanation for the larger hepatotoxicity of impurities H and L, which may have resulted from their high absorption *in vivo*.

More importantly, we analyzed the structure–hepatotoxicity relationship of azithromycin impurities and found that the charge of N atoms on the side chain group at the C5 position might also affect the liver toxicity of these impurities. Macrolides are composed of a macrocytic lactone with different ring sizes; thus, the structure–hepatotoxicity relationship of azithromycin impurities could also be applicable to the other impurities of 14-membered ring and 16-membered ring macrolides (erythromycin, roxithromycin, clarithromycin, midecamycin, josamycin, and acetylspiramycin). Therefore, we can design a protocol to evaluate the hepatotoxicity of macrolide impurities (Supplementary Figure S4): first, observing the charge of N atoms on the side chain group at the C5 position; second, docking into the FosB*/*JunD bZIP domain to preliminary screening of impurities with greater hepatotoxicity than API by the prediction interval; and finally, detecting the expression of the *c-fos* gene in human L02 cells, and the positive impurity should be controlled as a specific impurity needed to be controlled.

In summary, we established a rapid assessment model to evaluate the hepatotoxicity of extensive impurities of 14-, 15-, and 16-membered ring macrolide antibiotics, which will provide a theoretical basis for quality consistency evaluation, manufacturing process improvement of macrolide antibiotics.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/; GSE195903.

# Supplementary material for: A Rapid Assessment Model for Liver Toxicity of Macrolides and an Integrative Evaluation for Azithromycin Impurities
**Source:** Front Pharmacol. 2022 Apr 4;13:860702. doi: 10.3389/fphar.2022.860702
**Supplement:** Supplementary file 1

## Supplementary materials

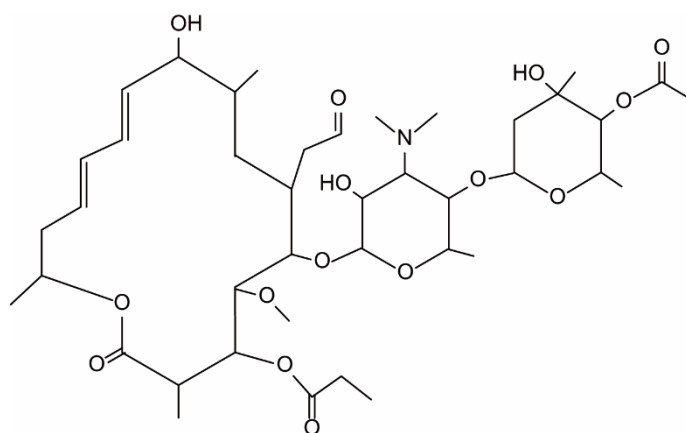

**Figure S1. Chemical structure of telithromycin.**

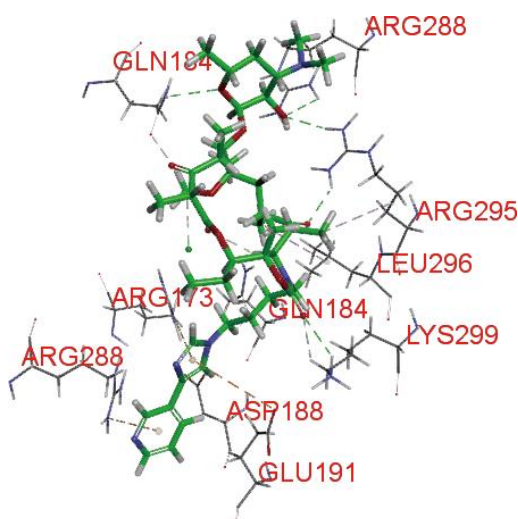

**Figure S2. Protein ligand docking of telithromycin with FosB/JunD bZIP domain.**

**Table S1.** The docking scores of the highest -CDOCKER interaction energy for telithromycin and azithromycin.

| Compounds     | -CDOCKER Interaction Energy |
|---------------|-----------------------------|
| Azithromycin  | 53.39                       |
| Telithromycin | 66.31                       |

**Table S2.** ADMET parameters prediction of azithromycin and telithromycin *in silico*.

| Principal descriptor                                               | Azithromycin | Talithromycin |
|--------------------------------------------------------------------|--------------|---------------|
| TPSA (Å <sup>2</sup> )                                             | 180.09       | 171.88        |
| log $P$                                                            | 1.9007       | 4.9292        |
| <b>Absorption</b>                                                  |              |               |
| Water solubility (log mol/L)                                       | -4.133       | -2.989        |
| Caco2 permeability (log P <sub>app</sub> in 10 <sup>-6</sup> cm/s) | -0.211       | 0.178         |
| <b>Distribution</b>                                                |              |               |
| VD <sub>ss</sub> (human, log L/kg)                                 | -0.214       | 0.878         |
| BBB permeability (logBB)                                           | -1.857       | -2.309        |
| <b>Metabolism</b>                                                  |              |               |
| CYP2D6 substrate                                                   | No           | No            |
| CYP3A4 substrate                                                   | Yes          | Yes           |
| <b>Excretion</b>                                                   |              |               |
| Total Clearance (log(ml/min/kg))                                   | -0.424       | -0.224        |
| <b>Toxicity</b>                                                    |              |               |
| Hepatotoxicity                                                     | Yes          | Yes           |

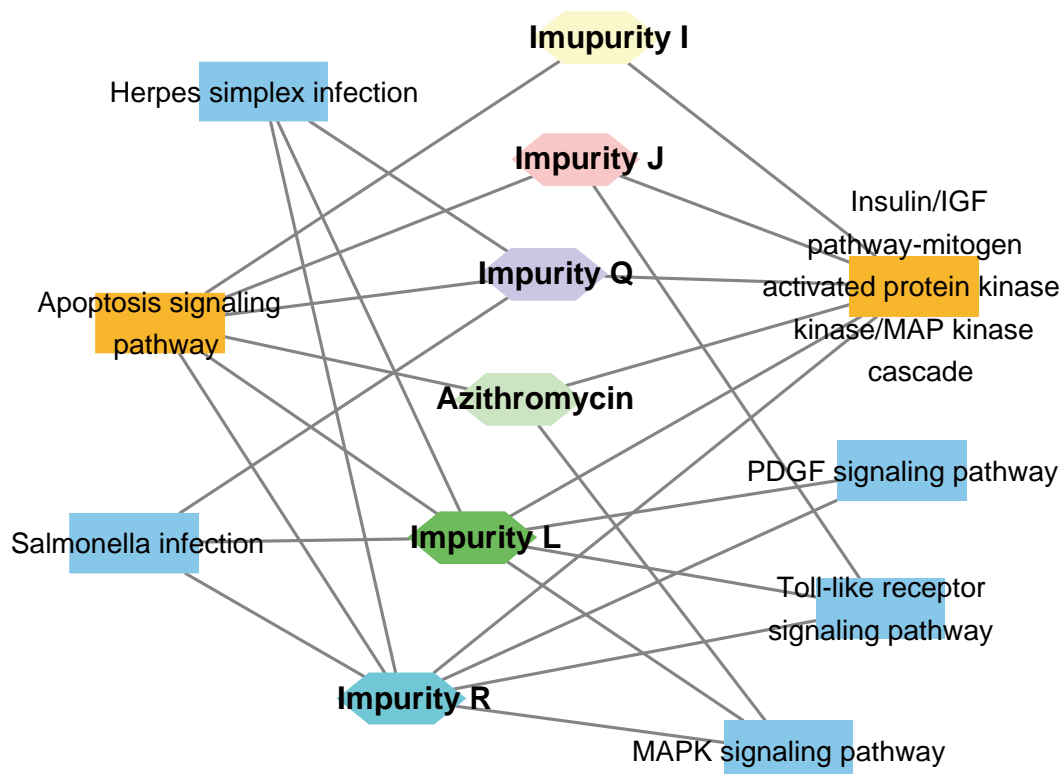

**Figure S3.** The “drug-pathway” network associated with *fosab* gene of azithromycin, impurity J, I, Q, R and L. Significantly enriched pathways involving *fosab* gene up-regulated in azithromycin and its synthesized impurities treatment groups were determined under a significance threshold of  $P < 0.05$ .

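The caption of the network names azithromycin and impurities J, I, Q, R, and L only. Impurities F and S, unlinked below, lay outside its scope. The network draws a link between a compound and a pathway. In the authors' deposited tables, 24 of its 26 links join a compound to a pathway listed for it, *fosab* is among the DEGs of 10, and 3 have a p-value below 0.05. Salmonella infection (KEGG, 82 background genes) has p-values of 0.00558 for impurity R and 0.00907 for impurity L in the authors' deposited tables, and 0.377 for impurity Q, the other linked compound. For the unlinked compounds, the authors' deposited tables give this pathway 0.000586 for impurity F, 0.00194 for impurity S, 0.0617 for impurity J, 0.0677 for azithromycin, and 0.229 for impurity I. The MAPK signaling pathway (KEGG, 269 background genes) has p-values of 0.0330 for impurity L, 0.179 for impurity R, and 0.191 for azithromycin in the authors' deposited tables. Its genes were listed in both directions, with 14 upregulated and 9 downregulated for impurity L and 12 upregulated and 8 downregulated for azithromycin. For herpes simplex infection (KEGG, 152 background genes) the authors' deposited tables give 0.0915 for impurity L, 0.126 for impurity R, and 0.313 for impurity Q, which are linked. For the unlinked compounds, the authors' deposited tables give this pathway 0.0402 for impurity S, 0.0818 for azithromycin, with *fosab* among its DEGs, 0.304 for impurity I, 0.755 for impurity F, and 0.937 for impurity J. The Toll-like receptor signaling pathway (KEGG, 81 background genes) has p-values of 0.0932, 0.513, and 0.520 for impurities L, J, and R in the authors' deposited tables, and the PDGF signaling pathway (PANTHER, 19 background genes) has 0.301 and 0.325 for impurities L and R. Where the other compounds list these pathways without a link, the p-values in the authors' deposited tables run from 0.101 to 0.499 for MAPK signaling, from 0.105 to 0.537 for Toll-like receptor signaling, and from 0.312 to 0.687 for PDGF signaling. None of the 26 links has a corrected p-value below 0.05 in the authors' deposited tables. These p-values count DEGs of both directions, whereas the network may rest on upregulated genes only. When the one-sided Fisher's exact test was recomputed with the totals printed in the tables, 2 links had a p-value below 0.05.

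**Figure D3:**
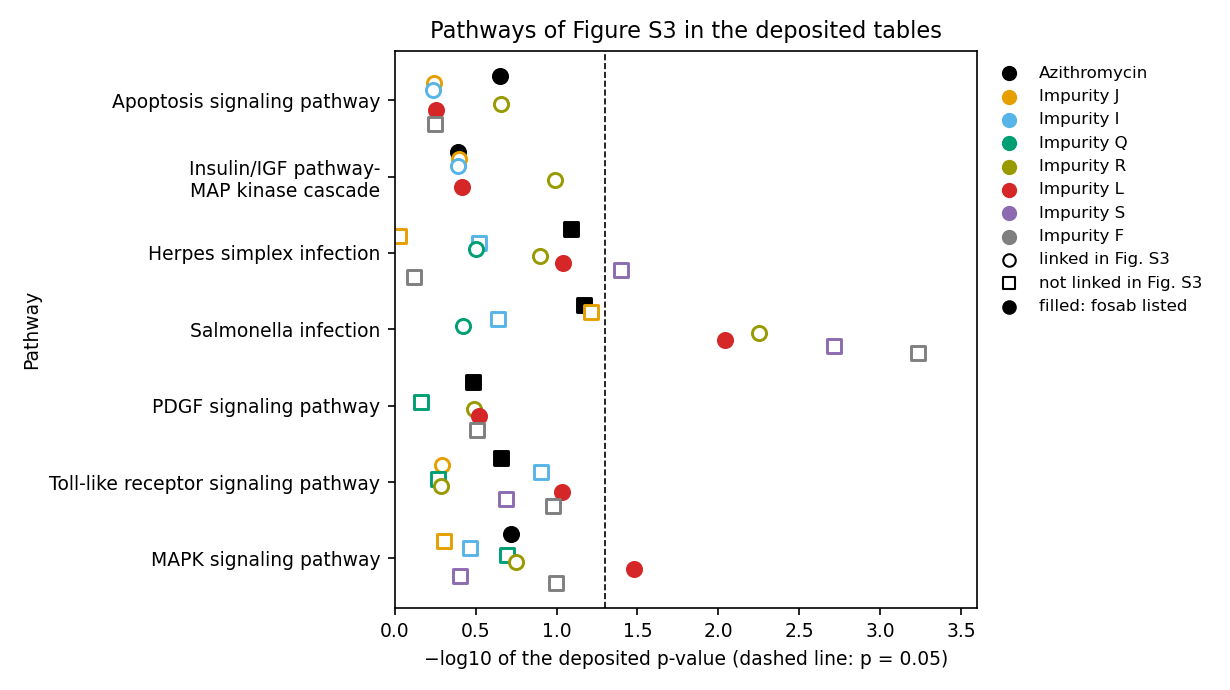
Deposited p-value of the 7 pathways of Fig. S3 for each compound, as −log10 on the horizontal axis, with the threshold of 0.05 as a dashed line. Circles are links of Fig. S3, and squares are compounds without a link, including impurities F and S, which the network does not cover. Filled symbols are entries with fosab among the DEGs. The 3 circles to the right of the line are Salmonella infection for impurities R and L and MAPK signaling for impurity L.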

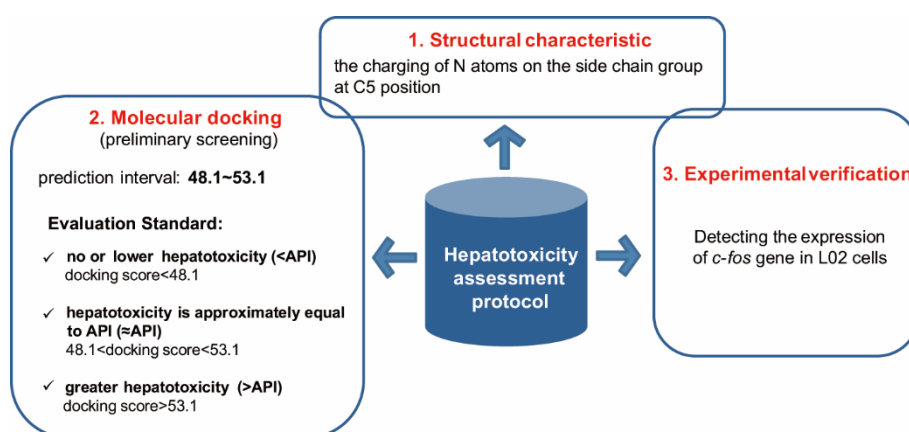

**Figure S4.** A protocol to evaluate the hepatotoxicity of macrolides.

**Table S3.** The docking scores of ten molecular docking poses for each macrolide antibiotics

| Compounds      | -CDOCKER<br>Interaction Energy | Compounds        | -CDOCKER<br>Interaction Energy |
|----------------|--------------------------------|------------------|--------------------------------|
| Erythromycin   | 51.10                          | Midecamycin      | 50.07                          |
| Erythromycin   | 49.98                          | Midecamycin      | 48.48                          |
| Erythromycin   | 48.71                          | Midecamycin      | 47.93                          |
| Erythromycin   | 47.42                          | Midecamycin      | 47.50                          |
| Erythromycin   | 46.10                          | Midecamycin      | 44.36                          |
| Erythromycin   | 44.19                          | Midecamycin      | 42.80                          |
| Erythromycin   | 43.65                          | Midecamycin      | 42.00                          |
| Erythromycin   | 43.20                          | Midecamycin      | 40.30                          |
| Erythromycin   | 42.95                          | Midecamycin      | 33.13                          |
| Erythromycin   | 38.84                          | Midecamycin      | 33.04                          |
| Roxithromycin  | 50.11                          | Josamycin        | 49.24                          |
| Roxithromycin  | 48.79                          | Josamycin        | 47.19                          |
| Roxithromycin  | 46.73                          | Josamycin        | 44.62                          |
| Roxithromycin  | 42.30                          | Josamycin        | 44.34                          |
| Roxithromycin  | 42.07                          | Josamycin        | 41.69                          |
| Roxithromycin  | 40.74                          | Josamycin        | 41.65                          |
| Roxithromycin  | 40.24                          | Josamycin        | 39.88                          |
| Roxithromycin  | 40.21                          | Josamycin        | 38.00                          |
| Roxithromycin  | 36.88                          | Josamycin        | 36.68                          |
| Roxithromycin  | 34.53                          | Josamycin        | 33.26                          |
| Clarithromycin | 49.98                          | Acetylspiramycin | 50.20                          |
| Clarithromycin | 47.49                          | Acetylspiramycin | 47.88                          |
| Clarithromycin | 47.46                          | Acetylspiramycin | 46.80                          |
| Clarithromycin | 46.93                          | Acetylspiramycin | 46.41                          |
| Clarithromycin | 44.13                          | Acetylspiramycin | 46.15                          |
| Clarithromycin | 42.64                          | Acetylspiramycin | 45.71                          |
| Clarithromycin | 40.42                          | Acetylspiramycin | 42.12                          |
| Clarithromycin | 40.08                          | Acetylspiramycin | 40.88                          |
| Clarithromycin | 39.01                          | Acetylspiramycin | 36.65                          |
| Clarithromycin | 38.14                          | Acetylspiramycin | 33.96                          |
| Azithromycin   | 53.39                          | Telithromycin    | 66.31                          |
| Azithromycin   | 51.95                          | Telithromycin    | 63.91                          |
| Azithromycin   | 51.06                          | Telithromycin    | 63.19                          |
| Azithromycin   | 50.69                          | Telithromycin    | 62.87                          |
| Azithromycin   | 50.44                          | Telithromycin    | 59.10                          |
| Azithromycin   | 50.00                          | Telithromycin    | 59.06                          |
| Azithromycin   | 46.84                          | Telithromycin    | 57.90                          |
| Azithromycin   | 45.91                          | Telithromycin    | 57.88                          |
| Azithromycin   | 45.46                          | Telithromycin    | 55.17                          |
| Azithromycin   | 44.17                          | Telithromycin    | 52.18                          |

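Each compound was docked in 10 poses, and the score used for ranking is the highest -CDOCKER interaction energy among them. The poses are alternative placements of one ligand and not replicates. For impurity L the 10 poses ranged from 35.53 to 55.57 kcal/mol, with a mean of 47.0 ± 7.92 (SD over 10 poses), and the 2 best poses differed by 0.24 kcal/mol. For azithromycin they ranged from 44.17 to 53.39 kcal/mol, with a mean of 49.0 ± 3.13 (SD over 10 poses). By the highest pose, impurity L scored 2.18 kcal/mol above azithromycin. By the mean of the poses it scored -2.01 kcal/mol relative to azithromycin, a change of order. The poses of impurity L at 55.57, 55.33, and 55.01 kcal/mol all exceeded azithromycin's best. Impurity H had the highest score and the highest mean, with poses from 56.93 to 66.45 kcal/mol and a mean of 61.3 ± 4.09 (SD over 10 poses), and impurity F had the lowest score and the lowest mean, with poses from 30.86 to 43.85 kcal/mol and a mean of 38.4 ± 3.48 (SD over 10 poses). Impurity I ranked 5 among all 18 docked compounds by its highest pose of 51.74 kcal/mol and 14 by its mean of 42.2 ± 6.26 (SD over 10 poses).

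**Figure D4:**
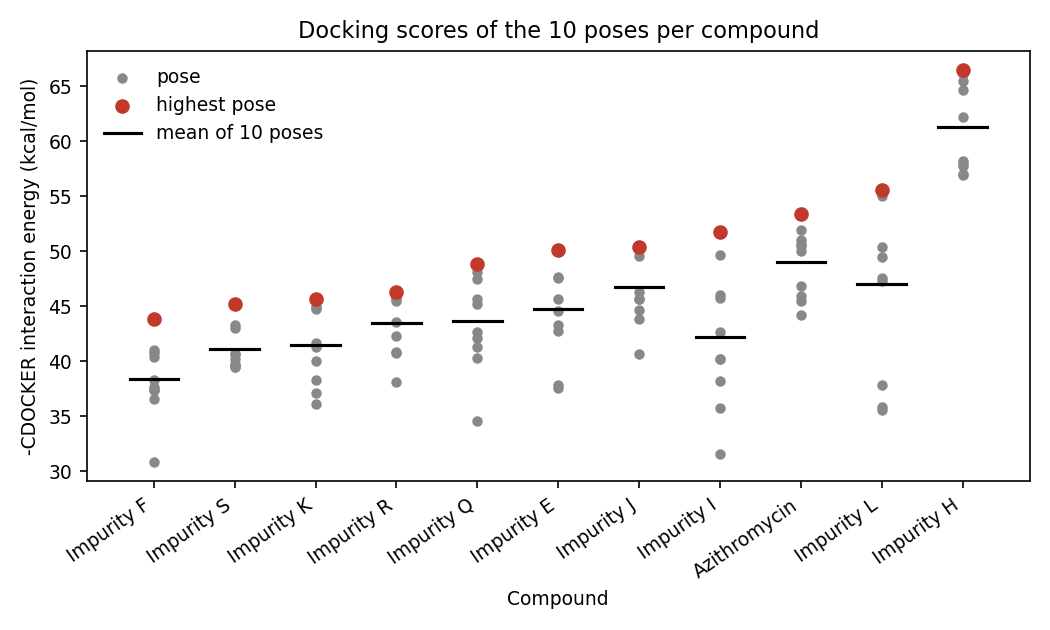
Docking scores in kcal/mol of the 10 poses (grey) of azithromycin and its 10 impurities, with the highest pose in red and the mean as a black line. The means of impurity L (47.0 kcal/mol) and azithromycin (49.0 kcal/mol) stand in the opposite order to their highest poses (55.57 and 53.39 kcal/mol).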

**Table S4.** The docking scores of ten molecular docking poses for each azithromycin impurities.

| Compounds  | -CDOCKER<br>Interaction Energy | Compounds  | -CDOCKER<br>Interaction Energy |
|------------|--------------------------------|------------|--------------------------------|
| Impurity F | 43.85                          | Impurity E | 50.13                          |
| Impurity F | 40.99                          | Impurity E | 50.10                          |
| Impurity F | 40.78                          | Impurity E | 47.63                          |
| Impurity F | 40.40                          | Impurity E | 47.52                          |
| Impurity F | 38.30                          | Impurity E | 45.66                          |
| Impurity F | 37.66                          | Impurity E | 44.59                          |
| Impurity F | 37.36                          | Impurity E | 43.25                          |
| Impurity F | 37.35                          | Impurity E | 42.70                          |
| Impurity F | 36.56                          | Impurity E | 37.81                          |
| Impurity F | 30.86                          | Impurity E | 37.56                          |
| Impurity S | 45.18                          | Impurity I | 51.74                          |
| Impurity S | 43.24                          | Impurity I | 49.64                          |
| Impurity S | 42.99                          | Impurity I | 46.04                          |
| Impurity S | 40.64                          | Impurity I | 45.75                          |
| Impurity S | 40.63                          | Impurity I | 42.62                          |
| Impurity S | 40.17                          | Impurity I | 40.21                          |
| Impurity S | 39.77                          | Impurity I | 40.16                          |
| Impurity S | 39.57                          | Impurity I | 38.19                          |
| Impurity S | 39.45                          | Impurity I | 35.75                          |
| Impurity S | 39.42                          | Impurity I | 31.59                          |
| Impurity K | 45.64                          | Impurity J | 50.42                          |
| Impurity K | 44.93                          | Impurity J | 50.19                          |
| Impurity K | 44.92                          | Impurity J | 50.13                          |
| Impurity K | 44.76                          | Impurity J | 49.58                          |
| Impurity K | 41.62                          | Impurity J | 46.31                          |
| Impurity K | 41.30                          | Impurity J | 45.67                          |
| Impurity K | 40.02                          | Impurity J | 45.65                          |
| Impurity K | 38.29                          | Impurity J | 44.64                          |
| Impurity K | 37.06                          | Impurity J | 43.80                          |
| Impurity K | 36.08                          | Impurity J | 40.60                          |
| Impurity R | 46.27                          | Impurity L | 55.57                          |
| Impurity R | 45.94                          | Impurity L | 55.33                          |
| Impurity R | 45.83                          | Impurity L | 55.01                          |
| Impurity R | 45.65                          | Impurity L | 50.40                          |
| Impurity R | 45.45                          | Impurity L | 49.47                          |
| Impurity R | 43.55                          | Impurity L | 47.57                          |
| Impurity R | 42.25                          | Impurity L | 47.24                          |
| Impurity R | 40.86                          | Impurity L | 37.87                          |
| Impurity R | 40.71                          | Impurity L | 35.83                          |

|            |       |            |       |
|------------|-------|------------|-------|
| Impurity R | 38.06 | Impurity L | 35.53 |
| Impurity Q | 48.81 | Impurity H | 66.45 |
| Impurity Q | 48.11 | Impurity H | 66.16 |
| Impurity Q | 47.45 | Impurity H | 65.44 |
| Impurity Q | 45.69 | Impurity H | 64.70 |
| Impurity Q | 45.22 | Impurity H | 62.23 |
| Impurity Q | 42.61 | Impurity H | 58.19 |
| Impurity Q | 42.09 | Impurity H | 57.96 |
| Impurity Q | 41.25 | Impurity H | 57.75 |
| Impurity Q | 40.29 | Impurity H | 56.99 |
| Impurity Q | 34.51 | Impurity H | 56.93 |

---

How the deposited data were processed for this re-analysis (not part of the article)

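Livers were dissected at 6 dpf from zebrafish larvae exposed from 3 dpf for 72 h to azithromycin or impurity J, I, Q, R, L, S, or F at 2 mM, or to DMSO, and 1 RNA-seq library was made per condition. Conditions were taken from the sample labels and the paper's RNA-seq methods. The 8 compounds each had a processed file; a file of the DMSO library was not used here.

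The reads were sequenced and processed by a company for the authors. According to the paper's methods, DEGs were called at a fold change of at least 2, with the words upregulated gene in brackets. Pathways were tested at a p-value below 0.05. The paper's text does not name the aligner, the genome build, the annotation, or a test for DEGs. The deposited tables hold, for each pathway of 3 databases (KEGG, Reactome, and PANTHER), the number of DEGs, the number of background genes, a p-value and a corrected p-value computed by the authors, and the DEGs with symbol, Entrez identifier, and direction. In every row the number of DEGs equalled the number of genes listed, the printed totals equalled the sum of the DEG numbers of the database, and the authors' corrected p-value equalled a Benjamini-Hochberg adjustment over all rows of the table. The tables hold no expression values or read numbers, so the depth per sample is unknown and no interval or detection limit was computed.

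The tests planned before the data were examined assumed expression values or fold changes. Since the tables hold names and directions, the planned numbers of genes, their sharing between compounds, and the similarity between compounds were computed from the directions (1 for upregulated, -1 for downregulated, 0 for not listed), and the fold of fosab and its relation to the docking score were not computed. Genes were matched by Entrez identifier; 31 of the 1154 genes listed in any table have no symbol. Similarity was the Pearson correlation of the directions across genes, which are not independent replicates. For gene lists, the net number of upregulated genes was placed among 10000 random lists of as many genes drawn from the 1154, without matching on expression, and a list needed at least 3 members listed in any table. The numbers of genes in the DEG list and in the background were searched between 200 and 3000 and between 5000 and 40000 as the pair for which a one-sided Fisher's exact test gives every deposited p-value. Correlations with the docking score, which is the paper's, used an exact permutation test over the 8 compounds. Docking poses were read from Tables S3 and S4. Links of Fig. S3 were read by eye.

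Named in advance were the genes the paper names (fosab, fabp10a, and actb1 and actb2 for the qRT-PCR reference), the AP-1 genes, members of gene lists, and the genes shared by azithromycin and impurities J, I, Q, R, and L with the largest changes. The last could not be ranked without fold changes. The gene fabp10a was not listed in any table. The list of immediate-early genes, with its members, was set in advance with the other gene lists. The choice to report its members singly was made after their values were seen. The DEGs of the pathways that the paper names and nr1d1 were also named after their values were seen.

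Alternatives were the genes present in all 8 files, one entry per gene symbol, single databases, corrected p-values, p-values recomputed with the printed totals, and other summaries of the docking poses. The search for the totals, the random gene lists, and the comparison of groups of compounds were tested on simulated data; the other computations were not. The totals were recovered in 10 of 10 simulated tables of 800 terms. Of the simulated gene lists, 182 of 200 given a shift and 9 of 200 unchanged fell outside the central 95% of random lists. The simulated lists had more members than any real list had listed, and the shift set most of them to upregulated. The share found therefore does not give the power for the shorter real lists. A simulated class of 6 compounds ranked 1 among the 28 choices. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 were used.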

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

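All tests in this part were chosen after the results were seen.

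The gene actb1 (β-actin), which the paper does not discuss among its RNA-seq results, was listed as a DEG in 6 of the 8 tables. It is among the DEGs of Salmonella infection, a pathway of Fig. S3. It was downregulated for azithromycin and impurities J, R, L, and F and upregulated for impurity S. The paper uses β-actin as the qRT-PCR reference gene. Whether its primers amplify actb1 or actb2 was not tested. If reads were shared between the paralogs actb1 and actb2, each of these tables would list actb2 in the opposite direction, and 1 did, that of impurity F. A deviation of the shared DMSO library would give one direction throughout, and 5 of the 6 tables shared a direction. Neither prediction was met in all 6 tables, so neither explanation accounts for every call. A table lists only genes past the threshold and each condition has 1 library, so a part played by either is not excluded.

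Azithromycin had 17 terms with a corrected p-value below 0.05 in the authors' deposited table, against 1 for impurity S and 0 for each of the other compounds. Apart from gene expression, which had a corrected p-value of 0.0214 in the authors' deposited table, and a pair of muscle contraction terms, they concern ribosomes, translation, rRNA processing, and nonsense-mediated decay. The paper does not report them. Terms of this kind were not particular to azithromycin. SRP-dependent cotranslational protein targeting to membrane had p-values between 1.44e-06 and 0.0287 in the authors' deposited tables. Nonsense-mediated decay and the pool of free 40S subunits were also below 0.05 in all 8 of the authors' deposited tables, and the KEGG ribosome pathway was below 0.05 in each but that of impurity J (0.0752). For azithromycin, SRP targeting, nonsense-mediated decay, and the free 40S pool each listed 18 genes, 8 upregulated and 10 downregulated. Terms so alike may hold largely the same genes, so they are not counted as separate findings. Whether azithromycin differs from the impurities in the terms named here was not tested. A shift of ribosomal protein mRNAs as a class, through library composition or normalization, would move them in one direction. Of the 21 genes listed for azithromycin in the KEGG ribosome pathway, 10 were upregulated and 11 downregulated, so 52.4% shared the more frequent direction, and this explanation is not borne out for azithromycin. The directions were less balanced for impurity R, with 3 upregulated and 13 downregulated, and for impurity Q, with 6 and 11, so a shift as a class is not excluded for impurity R. A ribosomal gene listed in 2 tables had the same direction in both in 85.3% of 251 such pairs, slightly less often than other genes (86.2% of 5283 pairs). Because every gene is compared with the same DMSO library, this comparison does not isolate a deviation of that library, and the pattern cannot be told apart from one. Reads shared between ribosomal protein genes and their copies in the genome could not be tested, because the tables hold no reads.

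Muscle contraction (Reactome) had a p-value below 0.05 in all 8 of the authors' deposited tables, although the tissue was dissected liver. The p-values lie between 0.000259 for azithromycin and 0.0419 for impurity F in the authors' deposited tables. Muscle carried along with the liver in differing amounts would move muscle genes together in most tables. The net direction of a list of 28 muscle genes, of which 8 were listed, lay outside the central 95% of random lists in 1 of the 8 tables, that of impurity Q, where 5 genes were downregulated and 0 upregulated. The list was mixed elsewhere. It was net upregulated for azithromycin (3 up, 2 down), impurity J (3 and 2), and impurity F (3 and 1). It was even for impurities I and S (2 and 2 each) and net downregulated for impurities R (1 and 4) and L (1 and 3). In contrast, the muscle contraction term had more downregulated than upregulated genes in every table. It ran from 3 up and 10 down (impurities Q and L) to 6 and 7 (impurity S). Downregulated genes also prevailed in every table for the striated muscle contraction term. Its 11 genes were downregulated in 85.7% of their 42 entries, against 49.2% of all entries. A deviation of the shared DMSO library, such as more muscle in it, or an effect common to the compounds would give one direction. The muscle list lacked one direction, whereas both terms leaned to downregulation. These explanations cannot be told apart.

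In all 8 tables, 29 genes were listed in the same direction (12 upregulated and 17 downregulated), where 0.0022 would be expected if the lists were independent draws from the 1154 genes. If a deviation of the shared DMSO library were the cause, each gene listed in all 8 tables would keep one direction, and 29 of 46 did. The remaining 17 changed direction, and a gene listed as upregulated for one compound and downregulated for another differs between those 2 libraries. A response common to the compounds and a deviation of the DMSO library both leave genes in one direction, so the pattern cannot be told apart from the latter.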

How the results depend on the processing

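The choices for genes present in all 8 files and for one entry per gene symbol were set before the data were examined; the others were chosen after seeing the data. Centred values, other pseudocounts, a filter on mean expression, thresholds of 1.5-fold and 4-fold, the linear scale of the fold, fosab against the docking score without azithromycin, and the median or mean of a gene list were not run, since the tables hold no expression values or fold changes; random lists were not matched on expression for the same reason. No paired analysis was possible because each condition has 1 library.

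With one entry per gene symbol, all 13 results computed kept their direction and stayed within 1.5 times their value or on the same side of the test. Keeping genes present in all 8 files left 46 genes for every compound by construction and 0 in place of 1 shared by azithromycin and impurities J, I, Q, R, and L but not F or S. With the KEGG rows alone, that number was also 0, and the genes per compound were 263 to 311. With the Reactome rows alone, the genes per compound were 254 for azithromycin, 223 for impurity J, 243 for impurity I, 247 for impurity Q, 239 for impurity R, 231 for impurity L, 255 for impurity S, and 236 for impurity F. The genes shared in one direction by those 6 compounds fell from 46 to 28 and those shared by all 8 from 29 to 18. These numbers fall because a database covers fewer genes. The Reactome rows also gave a net number of 3 upregulated AP-1 and immediate-early genes for impurity L, inside the central 95% of random lists.

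The number of terms below 0.05 depended on the correction. By the corrected p-value in the authors' deposited tables, 17 terms passed for azithromycin in place of 59, 1 for impurity S in place of 64, and 0 for impurities J, I, Q, R, L, and F in place of 34, 87, 63, 50, 68, and 73, and the links of Fig. S3 below 0.05 fell from 3 to 0. With Fisher's exact test on the totals printed in the tables, 30 terms passed for azithromycin, 17 for impurity J, 33 for impurity I, 31 for impurity Q, 23 for impurity R, 17 for impurity L, and 23 for impurity F, while impurity S stayed within 1.5 times its value and the links numbered 2. The number of Fig. S3 pathways below 0.05 for all 6 compounds was 0 under each of these choices. The compounds with fosab listed remained 2 with single databases, a choice that cannot add a listing.

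The lead of impurity L over azithromycin in docking score was 2.18 kcal/mol by the highest pose. It reversed to -2.01 kcal/mol by the mean of the 10 poses and to -1.70 kcal/mol by their median. Poses of impurity L at 55.57, 55.33, and 55.01 kcal/mol exceeded azithromycin's best, 53.39 kcal/mol. Poses of impurity L at 37.87, 35.83, and 35.53 kcal/mol lay below azithromycin's lowest, 44.17 kcal/mol, and lowered the mean. Why the poses of impurity L spread so widely was not tested.

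The depth of the libraries is unknown and there is 1 library per condition, so whether a gene that a table does not list fell just short of the threshold cannot be determined.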

Differences from the paper's values

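The paper reports fosab as upregulated for 6 compounds (Table 4). In the tables it is listed, as upregulated, for 2, azithromycin and impurity L, and not for impurities J, I, Q, and R. By the fold changes of Table 4, fosab passed the paper's threshold for those impurities, so by them a near miss does not explain its absence. The alternatives set for fosab before the data were examined, other scalings and pseudocounts, need expression values and were not run. The single databases, chosen after seeing the data, also gave 2, but leaving out rows cannot add a listing, so they do not test this difference.

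The paper reports 2 pathways with fosab as significant for azithromycin and the impurities. It may have tested upregulated genes only, whereas the deposited p-values count DEGs of both directions. In the authors' deposited tables, 0 pathways of Fig. S3 have a p-value below 0.05 for all 6 compounds. No alternative set before the data were examined applies to this number; under the corrected p-value and with the totals printed in the tables, both chosen after seeing the data, it was also 0.

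The network shows about 26 links in Fig. S3, read by eye, under a threshold of 0.05. The gene lists behind it may hold upregulated genes only, unlike those behind the deposited p-values. In the authors' deposited tables, 3 links have a p-value below 0.05. No alternative set before the data were examined applies; the corrected p-value gave 0 and the totals printed in the tables gave 2, both chosen after seeing the data.

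The paper also places impurity Q in both pathways, whereas the authors' deposited table of impurity Q lists neither. The paper names the pathways as KEGG pathways; the authors' deposited tables list both under PANTHER.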

Other observations

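The tests in this part were chosen after the results they bear on, or the values behind them, were seen.

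The p-values do not follow from the totals printed beside them. Fisher's exact test with the printed totals gave 0 of the 7048 deposited p-values and differed by up to 0.743. A one-sided Fisher's exact test with a background of 18311 genes in every table and 1009 to 1094 genes per list gave all 7048. These totals may be the sizes of the DEG lists and of the annotated genome, including genes in no pathway. If so, the listed genes are 35.6% (impurity J) to 40.4% (impurity S) of the DEGs.

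By the paper, impurities F and S differ from the other compounds in that fosab was unaffected. Their gene lists did not stand apart. The mean correlation of directions was 0.355 over the 15 pairs among azithromycin and impurities J, I, Q, R, and L, and 0.345 over the 12 pairs between those and impurities F and S. A difference as large as this 0.0101 was given by 7 of the 28 choices of 2 compounds. Setting azithromycin and impurity J apart gave 0.0301, the largest among the 28 choices. Setting impurities F and S apart gave 0.0289 with genes present in all 8 files (6 of 28 choices as large). It gave 0.0181 with the Reactome rows alone (6 of 28) and 0.00362 with the KEGG rows alone (14 of 28). The one gene shared in direction by the 6 compounds but not by F or S was nr1d1 (Entrez identifier 494487, chosen after its values were seen), upregulated in each of the 6. Between any 2 compounds, 173 to 218 genes were shared, and 82.6% to 90% of these had the same direction. Every direction is against the same DMSO library, so a deviation of that library would raise both numbers for all pairs. It could also hide a grouping of the compounds. These similarities therefore do not show that the compounds act alike, nor that impurities F and S do not differ from the others.

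Impurity L listed 5 upregulated and 0 downregulated AP-1 and immediate-early genes, a net number at percentile 99.5 of random lists, so a random draw of listed genes would seldom give it. The 2 lists were joined after seeing the values. Over the 9 gene lists with enough members, 3 of 72 combinations of list and compound lay outside the central 95%, where 3.6 are expected by chance, so these lists together gave no more than chance would. They were the immediate-early genes for impurity L, lysosome genes for impurity S, with 3 upregulated and 0 downregulated, and muscle genes for impurity Q. The joined list is not among the 9, so this comparison does not cover it, and its position cannot be told apart from the result of joining lists after seeing their values.

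The hypothesis that a higher docking score goes with a longer DEG list was not borne out over the 8 compounds. Pearson's r between the paper's docking score and the number of genes behind the p-values was -0.107 (two-sided exact permutation test, p = 0.799), and Spearman's rho was 0.132 (exact permutation test, p = 0.761). Without impurities L and F, whose scores lie farthest from the median, r was 0.524, and without azithromycin r was -0.259. With the number of listed genes, r was -0.285 (exact permutation test, p = 0.511), and with the upregulated share of listed genes, 0.544 (exact permutation test, p = 0.160); over these 3 relations the adjusted p-values from the same tests are 0.799, 0.766, and 0.480. Impurity L, for which the paper reports a higher liver toxicity, had the fewest genes behind the p-values, 1009, and impurity Q the most, 1094. By listed genes, impurity J had the fewest, 378, and impurity S the most, 427, with 398 for impurity L. The compounds share one DMSO library and have no replicates.

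The paper's prediction interval for toxicity equal to the parent compound runs from 48.1 to 53.1. From the highest poses of the 7 macrolides in Table S3, the mean was 50.6 kcal/mol, and the mean ± 2 SD ran from 48.1 to 53.1 with the population SD of 1.25 and from 47.9 to 53.3 with the sample SD of 1.35. The score of azithromycin itself, 53.39 kcal/mol, lies above both upper bounds. Without azithromycin, the mean ± 2 sample SD of the other macrolides ran from 48.9 to 51.3 kcal/mol.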
